# Single-cell RNA sequencing of mouse islets exposed to proinflammatory cytokines

**DOI:** 10.26508/lsa.202000949

**Published:** 2021-04-21

**Authors:** Jennifer S Stancill, Moujtaba Y Kasmani, Achia Khatun, Weiguo Cui, John A Corbett

## Abstract

Exposure to proinflammatory cytokines is believed to contribute to pancreatic β-cell damage during diabetes development. Although some cytokine-mediated changes in islet gene expression are known, the heterogeneity of the response is not well-understood. After 6-h treatment with IL-1β and IFN-γ alone or together, mouse islets were subjected to single-cell RNA sequencing. Treatment with both cytokines together led to expression of inducible nitric oxide synthase mRNA (*Nos2*) and antiviral and immune-associated genes in a subset of β-cells. Interestingly, IL-1β alone activated antiviral genes. Subsets of δ- and α-cells expressed *Nos2* and exhibited similar gene expression changes as β-cells, including increased expression of antiviral genes and repression of identity genes. Finally, cytokine responsiveness was inversely correlated with expression of genes encoding heat shock proteins. Our findings show that all islet endocrine cell types respond to cytokines, IL-1β induces the expression of protective genes, and cellular stress gene expression is associated with inhibition of cytokine signaling.

## Abstract (precis)

Single-cell RNA-seq was used to show that islet endocrine cells respond to acute cytokine exposure with an increase in the expression of protective genes and the absence of apoptotic gene expression.

## Introduction

Pancreatic islets of Langerhans are highly vascularized micro-organs containing heterogeneous populations of hormone-secreting endocrine cells that are responsible for controlling whole-body glucose homeostasis. The most abundant endocrine cell type is the insulin-secreting β-cell, which makes up about 70% of the rodent islet. Other endocrine cells include glucagon-secreting α-cells and somatostatin-secreting δ-cells, which comprise ∼15% and 5% of the islet, respectively. There are also non-endocrine cells in the islets, including endothelial cells and resident macrophages (Bonner-Weir & Orci, 1982; Setum et al, 1991). Type 1 diabetes is an autoimmune disease caused by selective destruction of β-cells (Gepts, 1965) that leads to insulin deficiency and severe hyperglycemia if not treated by daily insulin injections. Whereas the killing of these cells is primarily mediated by T-cell–dependent mechanisms (Like et al, 1985; Wicker et al, 1986; Bergman & Haskins, 1997), inflammatory cytokines such as IL-1β and IFN-γ produced by macrophages and T lymphocytes (Mandrup-Poulsen et al, 1985; Wright et al, 1988; Wright & Lacy, 1989) are also believed to contribute to β-cell damage and disease development. The role of cytokines in the disease process is based on the ability of these soluble mediators to impair β-cell function and induce β-cell death following ex vivo treatment. For example, IL-1β inhibits oxidative phosphorylation and insulin secretion while also inducing ER stress and DNA damage (Padgett et al, 2013; Eizirik et al, 2020). Nitric oxide, produced in β-cells after the expression of inducible nitric oxide synthase (iNOS) in response to IL-1β exposure, mediates these damaging effects (Southern et al, 1990; Corbett et al, 1991, 1992a, 1993; Welsh et al, 1991; Corbett & McDaniel, 1992). However, whereas IL-1β and nitric oxide are primarily viewed as damaging to the islet, we have recently shown that nitric oxide protects β-cells against DNA damage–induced apoptosis and against viral infection (Oleson et al, 2016; Stafford et al, 2020).

Cytokines have been shown to activate multiple pathways in β-cells. IL-1β stimulates nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) and MAPK signaling (Eizirik et al, 1996; Larsen et al, 1998). NF-κB is required for the expression of inflammatory genes such as *Nos2* (Saldeen & Welsh, 1994; Kwon et al, 1995; Flodstrom et al, 1996; Darville & Eizirik, 1998). IFN-γ primarily activates JAK-STAT pathways as well as interferon regulatory factor (IRF)-1 expression (Mamane et al, 1999; Schneider et al, 2014). Interestingly, many inflammatory genes, including *Nos2*, contain IFN response elements in their promoters (Xie et al, 1993), perhaps explaining why IFN-γ potentiates their expression in β-cells (Heitmeier et al, 1997). IFN-γ is also responsible for the induction of many antiviral response genes that function to limit viral replication (Samuel, 2001).

In addition to *Nos2*, cytokines are known to induce robust islet gene expression changes, many of which are nitric oxide dependent (Cardozo et al, 2001b; Ylipaasto et al, 2005; Ortis et al, 2010; Hughes et al, 2011; Meares et al, 2013). However, previous studies have been limited by the use of whole islets, which contain several different cell types (Ylipaasto et al, 2005; Meares et al, 2013). Although β-cells make up most of the islet, it may not be accurate to assume that expression changes observed in islets can be attributed solely to changes in β-cells. This limitation can partially be overcome by using FACS-purified β-cells, which has been performed by several groups (Eizirik et al, 1992; Corbett et al, 1992b; Strandell et al, 1995; Cardozo et al, 2001a, 2001b), but this purification still ignores the heterogeneity that exists within the β-cell population (Pipeleers et al, 1994; Bader et al, 2016; Dorrell et al, 2016). In addition, the responses of non–β-cells within the islet to cytokines have largely been ignored, potentially because of the naturally low cell numbers in which these populations exist.

Here, we used single-cell RNA sequencing (scRNA-seq) to address these limitations. After exposing isolated mouse islets for 6 h to IL-1β or IFN-γ alone or in combination, we captured and sequenced transcriptomes from more than 7,700 single cells. Our analysis revealed heterogeneity in the β-cell population, with only 70% of β-cells increasing *Nos2* in response to treatment with both cytokines. Cytokine nonresponsive cells were enriched for heat shock proteins and other chaperones, suggesting induction of a stress response. To our surprise, we observed that cytokines increase *Nos2* expression in most of the δ-cells and in some of the α-cells, and that the response to cytokines is largely the same among all islet endocrine cell types. These responses include increase in antiviral and other immune response genes as well as repression of endocrine cell identity genes. Importantly, expression of selected genes was confirmed by qRT-PCR to be nitric oxide-independent. Our results suggest that islet responses to cytokines are not unique to β-cells but are similar throughout the entire endocrine population of the islet and are characterized by the stimulation of protective gene expression. Taken together with observations that nitric oxide protects β-cells from apoptosis and viral infection, the studies described here support a model in which the primary functions of cytokines are to protect islet endocrine cells from damage.

## Results

### scRNA-seq of mouse islets after 6-h cytokine exposure reveals cellular heterogeneity

Although some cytokine-mediated changes in islet gene expression are known, and several of the genes induced are protective, we do not have a complete picture of the cell type intrinsic changes stimulated by cytokines. To address this question, scRNA-seq was performed on untreated mouse islets (Sample 1) or mouse islets treated for 6 h with 10 U/ml IL-1β alone (Sample 2), 150 U/ml IFN-γ alone (Sample 3), or the combination of the two cytokines (Sample 4) (Fig 1A). 

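The assay was droplet-based single-cell RNA sequencing, in which each captured transcript carries the barcode of its droplet and a unique molecular identifier (UMI), so that the counts are of molecules and not of reads. Islets pooled from 8 mice were separated into the 4 samples, and each sample gave 1 library. No difference between conditions therefore has a replicate check, and no test was run. The paper names version 3 of the 10x Genomics reagent kit, whereas the sample labels name version 2. The authors demultiplexed the reads and counted UMIs with CellRanger. The headers of the deposited matrices give a software version of 3.0.0, and the genome build is not given in the sources used here. The deposited values are raw UMI counts over 31053 genes, without normalization. There were 3486 barcodes in the untreated library, 2911 with IL-1β, 3694 with IFN-γ and 2480 with both cytokines. These held 50731370, 20056630, 31209339 and 25716645 UMIs, respectively. The sequencing depth reported by the paper was 108744355, 42013628, 70207661 and 54588606 in the same order.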

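Cells were kept by the limits the paper states, 200 to 4000 detected genes and at most 12% mitochondrial UMIs. Median UMIs per kept cell were 15454 in the untreated library, 7462.5 with IL-1β, 9615 with IFN-γ and 11123.5 with both, so that the untreated cells were the deepest. The paper uses the upper gene limit against doublets, and no doublet caller was applied here apart from one alternative. Cells were clustered with the Louvain algorithm on 30 principal components without the 65 genes named by the paper. Other genes reported below took part in the clustering. Clusters were called β-like, α-like and so on from markers fixed before the data were examined. The level of a gene in a class of cells is given as its summed UMIs per 10<sup>6</sup> UMIs (CPM) with an exact Poisson 95% interval. The share of cells with a UMI is given with an exact binomial 95% interval. Both kinds of interval cover counting error only. Fold changes on the ln scale compare ln of the mean UMIs per 10000 plus 1, as in the paper's tables, with intervals from 200 Poisson draws. To compare shares across depths, each cell was also thinned to 4000 UMIs. This left out 13, 69, 39 and 21 β-like cells of the untreated, IL-1β, IFN-γ and combined libraries, respectively. For δ-like cells these numbers were 2, 41, 8 and 13, and for α-like cells 1, 19, 7 and 3. Gene positions are those of the GENCODE M21 annotation of GRCm38, matched by Ensembl identifier.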

After 6-h exposure, the levels of nitric oxide produced are low, such that observed gene expression changes are primarily nitric oxide-independent (Corbett et al, 1992a). After quality control, we recovered about 2,000 cells per sample. 

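Of 12571 barcodes, 7471 passed the stated limits, with 1521 untreated cells, 2018 treated with IL-1β, 2122 with IFN-γ and 1810 with both. The upper gene limit acted unevenly on libraries of unequal depth. It removed 843 of the 2364 untreated cells that met the other limits, 146 of 2164 with IL-1β, 345 of 2467 with IFN-γ and 222 of 2032 with both. Without this limit, 9027 cells were kept. UMIs of the female-specific transcript <i>Xist</i> were nearly absent, at 7, 2, 10 and 5 in the libraries as ordered above, against 2569, 1698, 2308 and 1668 of the Y-linked <i>Ddx3y</i>, as for male mice.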

Cells from all samples were visualized using Uniform Manifold Approximation and Projection (UMAP), an algorithm that unbiasedly grouped the cells into 17 clusters based on similarity of gene expression (Fig 1B and Tables S1 and S2). 

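Clusters were named from hormone and other marker genes without reference to any gene discussed later. β-like cells numbered 4917, or 65.8% (64.7 to 66.9) of kept cells. α-like cells numbered 905, or 12.1% (11.4 to 12.9). δ-like cells numbered 586, or 7.84% (7.24 to 8.48), and PP-like cells 136, or 1.82% (1.53 to 2.15). Although the islets were pooled before they were separated, shares differed between libraries by more than counting error. From the untreated to the IL-1β library, the α-like share went from 5.39% to 16.8% and the δ-like share from 4.67% to 9.66%. The β-like share went from 75.3% to 58.7%. The alternative that moved the β-like share most was thinning, at 69.5%, while the α-like share moved most with a mitochondrial limit of 20%, at 14.2%. A further 151 cells in a sub-cluster led by insulin among the non-β endocrine cells also held glucagon, somatostatin or pancreatic polypeptide UMIs and were kept apart as mixed-hormone cells. There were none of these in the untreated library, 93 with IL-1β, 6 with IFN-γ and 52 with both. In addition, 294 cells with a median of 1153.5 UMIs had too few detected markers for a name. Most endocrine clusters came from 1 library each. The β-like cells of the untreated, IL-1β, IFN-γ and combined libraries lay mainly in clusters c01, c03, c00 and c02, respectively, and a 5th β-like cluster, c04, drew on all libraries. For α-like cells the corresponding clusters were e08, e00, e01 and e04, and for δ-like cells e09, e02, e03 and e06. PP-like cells were in clusters e07 and e10.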

We assigned endocrine cell identities (β-, α-, δ-, and PP-cells) based on enrichment of the four primary islet hormones (insulin, glucagon, somatostatin, and pancreatic polypeptide, respectively) (Figs 1B and S1). β-cells (*Ins1*, *Ins2*) comprised 70% (5,436 cells) of our dataset, α-cells (*Gcg*) 12% (921 cells), δ-cells (*Sst*) 8% (651 cells), and PP-cells (*Ppy*) 2% (159 cells). 

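The gene for geminin, <i>Gmnn</i>, was detected in 297 of 4917 β-like cells (6.04%) and in 105 of 1627 other endocrine-like cells (6.45%). Among the β-like cells with <i>Gmnn</i>, 283 had a single UMI of it. Their median depth was 13859 UMIs, against 11456 in β-like cells without it. UMIs of <i>Mki67</i>, <i>Top2a</i>, <i>Birc5</i>, <i>Cdk1</i>, <i>Ccna2</i> or <i>Ube2c</i>, which mark cycling cells, were found in 7 of the β-like cells with <i>Gmnn</i>, or 2.36% (0.953 to 4.80). In β-like cells without <i>Gmnn</i>, 70 had such a UMI, or 1.52% (1.18 to 1.91). A difference in cycling markers between these groups was not detectable at this depth.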

Our analysis also identified two clusters (6 and 11, made up of β- and non-β endocrine cells, respectively) significantly enriched for geminin (*Gmnn*), an inhibitor of DNA replication that accumulates during the S phase of mitosis, suggesting that they may represent proliferative cells. 

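Among the non-endocrine cells, 130 were endothelial-like, or 1.74% (1.46 to 2.06) of kept cells, and 129 were macrophage-like, or 1.73% (1.44 to 2.05). Mesenchymal-like cells numbered 108, or 1.45% (1.19 to 1.74). Acinar-like cells numbered 63, or 0.843% (0.649 to 1.08), and ductal-like cells 52, or 0.696% (0.520 to 0.912). Acinar-like cells were shallow, with a median of 1543 UMIs. These clusters mixed the libraries, and the library with the most cells in any of them gave at most 42.3% of it.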

Using characteristic gene expression, we identified the cell types of the non-endocrine clusters, which each make up less than 2% of our dataset (Figs 1B and S1): endothelial cells (*Cd34*), macrophages (*Ccr5*), mesenchymal cells (*Col1a1*), ductal cells (*Krt17*), and acinar cells (*Cpa1*). 

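The gene for iNOS, <i>Nos2</i> (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254), was left out of the clustering. In β-like cells it was at 0.0504 CPM (0.00128 to 0.281) without treatment, where 1 UMI was counted. It rose to 136 CPM (129 to 144) with IL-1β and 640.0 CPM (627 to 653) with both cytokines, and was 2.61 CPM (1.84 to 3.58) with IFN-γ alone. The β-like cluster that held most cells of the combined library, c02, drew 97.4% of its 1096 cells from it, and c03 drew 97.9% of its 941 cells from the IL-1β library.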

Notably, Cluster 7, which was primarily comprised of cells originating from samples treated with IL-1β (Fig S2), was highly enriched for *Nos2 *(iNOS) mRNA, and is mostly made up of β-cells, based on hormone gene expression (Fig 1C). Indeed, Cluster 7 is localized with the rest of the β-cell clusters in the UMAP projection (Fig 1B).

Table S1 Enriched genes in each cluster shown in Fig 1B.

Table S2 Mean genes and UMIs (Unique Molecular Identifiers) per sample per cluster.

**Figure 1.**
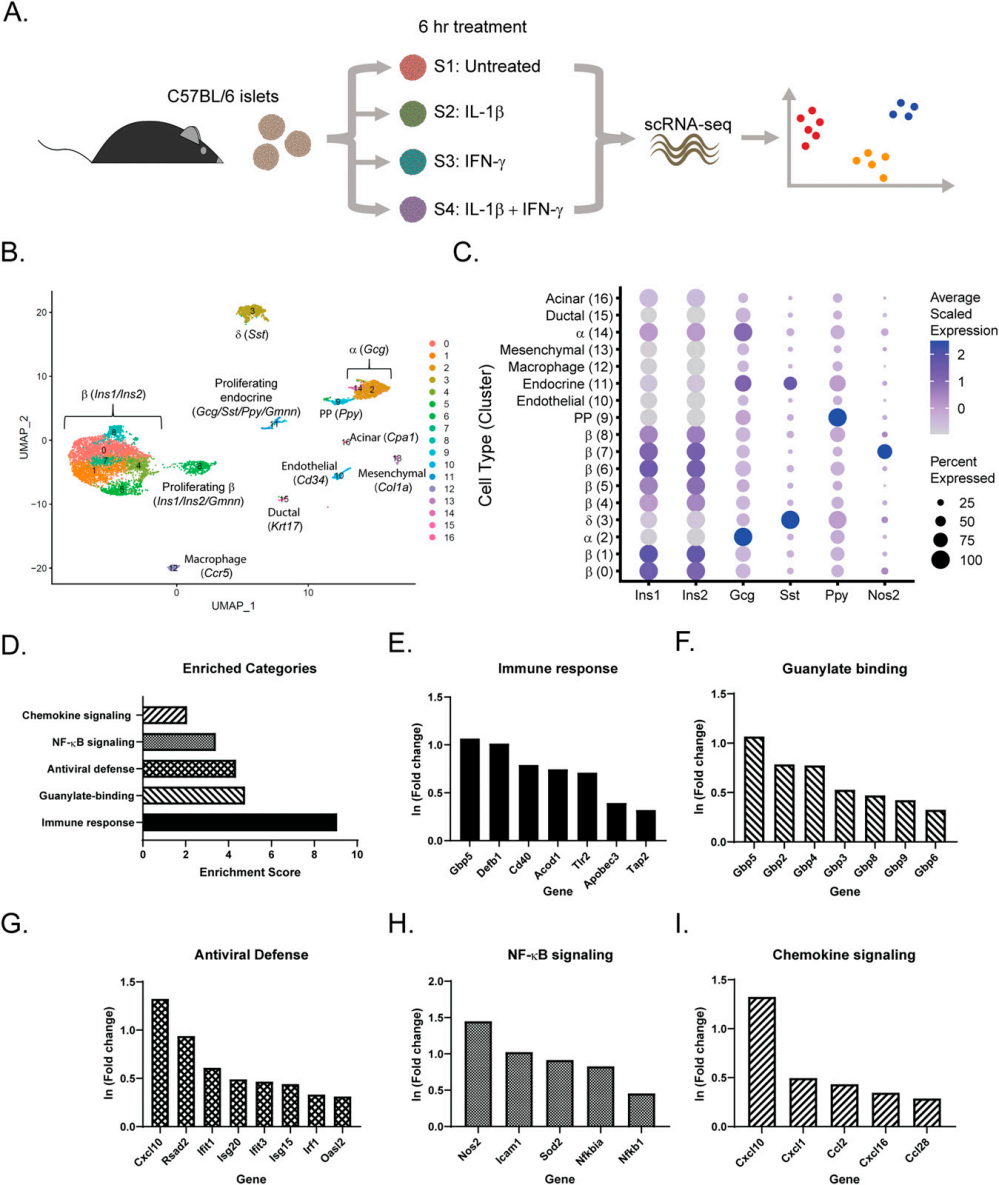
Single-cell RNA sequencing of mouse islet cells after 6 h cytokine exposure. **(A)** Schematic of experimental design. **(B)** Uniform Manifold Approximation and Projection plot depicting clusters of cells from all four samples. Clusters are numbered and color-coded according to the legend shown at the right. Cell identity was assigned based on enrichment for genes indicated. **(C)** Dot plot indicating expression levels and percent of cells expressing *Ins1*, *Ins2*, *Gcg*, *Sst*, *Ppy*, and *Nos2* mRNA in each of the 17 clusters. **(D)** Significantly enriched genes in cluster 7 were subjected to functional annotation clustering using the Database for Annotation, Visualization and Integrated Discovery (DAVID). Select enriched categories of genes are shown. **(E, F, G, H, I)** Selected representative genes from the categories shown in (D). Fold change refers to changes in Cluster 7 compared with all other clusters.

**Figure S1.**
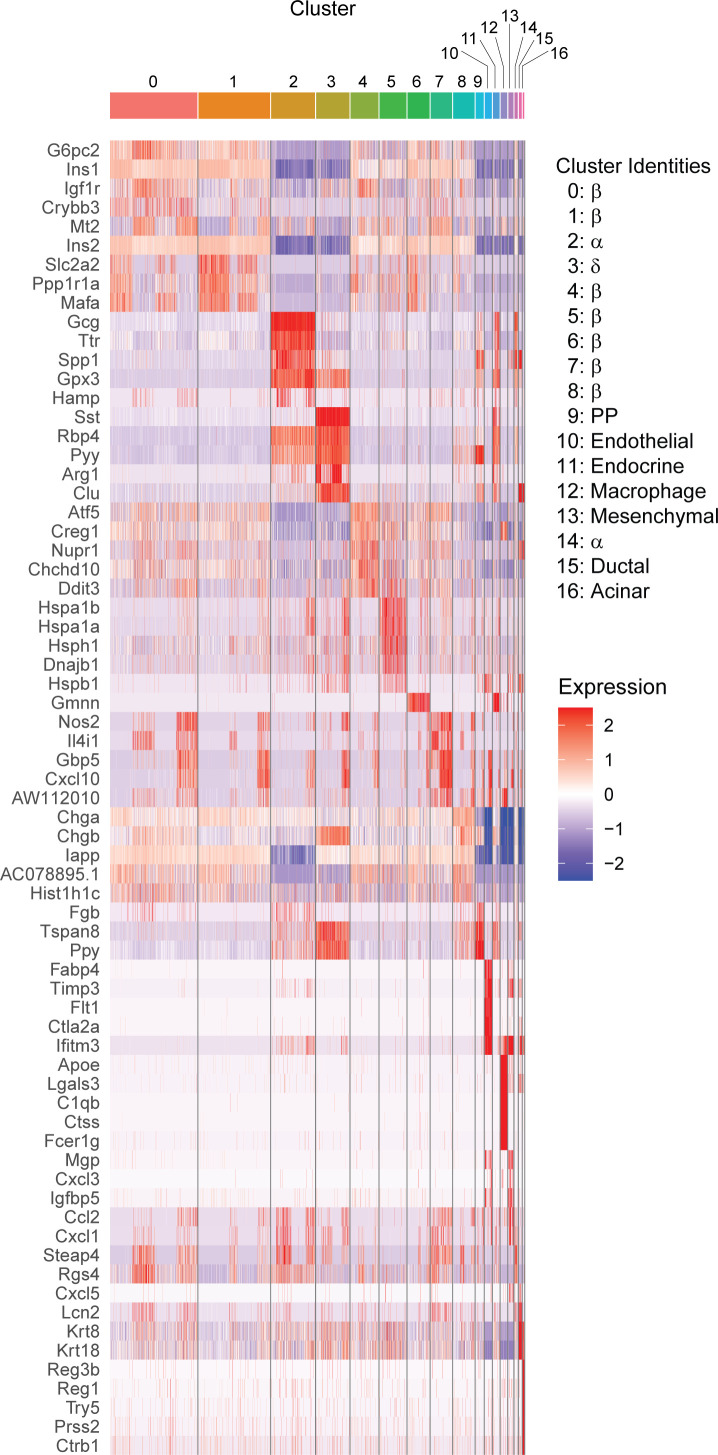
Heat map of top five enriched genes in each cluster. The top five genes with the greatest positive ln (Fold change) in each cluster compared with all other clusters are shown. Red indicates higher scaled expression, and blue indicates lower scaled expression.

**Figure S2.**
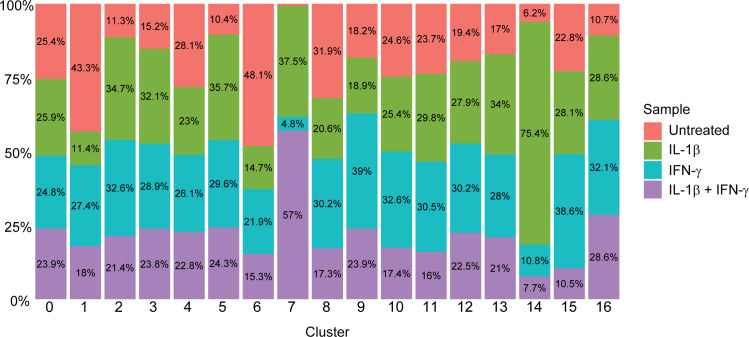
Sample origins of each cluster. Stacked bar plot showing the percentage of each cluster (shown in Fig 1B) that originates from each sample.

We used the Database for Annotation, Visualization and Integrated Discovery (DAVID) (Dennis et al, 2003) to identify significantly enriched categories among the genes up-regulated in Cluster 7 (Fig 1D). By far the most enriched category was “Immune response,” with an enrichment score of nine. This group includes genes such as guanylate binding protein 5 (*Gbp5*), β defensin 1 (*Defb1*), CD40 antigen (*Cd40*), aconitate decarboxylase 1 (*Acod1*), Toll-like receptor 2 (*Tlr2*), an apolipoprotein B editing complex member (*Apobec3*), and a subunit of the transporter associated with antigen processing (*Tap2*) (Fig 1E). 

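The same genes were compared between libraries within β-like cells. <i>Gbp5</i> (ENSMUSG00000105504, chromosome 3, 142493978 to 142522344) was at 0.202 CPM without treatment, 55.0 CPM with IL-1β, 24.4 CPM with IFN-γ and 326 CPM (317 to 335) with both. <i>Defb1</i> (ENSMUSG00000044748, chromosome 8, 21776599 to 21795185) was at 28.0 CPM, 981 CPM, 64.8 CPM and 853 CPM (838 to 867) in the same order. <i>Cd40</i> (ENSMUSG00000017652, chromosome 2, 165055627 to 165072948) rose from 0.252 CPM without treatment to 49.1 CPM with IL-1β and 154 CPM (148 to 161) with both, and was at 1.71 CPM with IFN-γ alone. With both cytokines, <i>Acod1</i> reached 99.4 CPM (94.5 to 104) from 1 UMIs in untreated β-like cells, and <i>Tlr2</i> reached 162 CPM (155 to 168) from 9.78 CPM. <i>Apobec3</i> rose from 11.7 to 176 CPM (169 to 182) and <i>Tap2</i> from 19.3 to 175 CPM (169 to 182). As a background for free RNA, <i>Defb1</i> was found in 1 of 28 macrophage-like cells of the combined library, with a median of 9547 UMIs, against 90.2% of β-like cells, with a median of 12132.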

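Levels of 6 further guanylate-binding protein genes were compared within β-like cells of the untreated and combined libraries. <i>Gbp2</i> (ENSMUSG00000028270, chromosome 3, 142620602 to 142638008) rose from 1.56 to 1834 CPM (1813 to 1856), <i>Gbp3</i> from 2.27 to 459 CPM (449 to 470.0) and <i>Gbp4</i> from 0.151 to 583 CPM (571 to 595). <i>Gbp6</i> reached 145 CPM (139 to 151) from 0.353 CPM, <i>Gbp8</i> 203 CPM (196 to 209.9) from 1.41 CPM and <i>Gbp9</i> 145 CPM (139 to 151) from 0.151 CPM. With IFN-γ alone these 6 genes were between 42.8 and 833 CPM, and with IL-1β alone between 22.7 and 285 CPM. How the authors' counting assigned any reads shared between members of this gene family is not given in the sources used here.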

A number of guanylate binding proteins, a family of GTPases with antiviral activities (Anderson et al, 1999), were also strongly up-regulated in Cluster 7 cells (Fig 1F). Several genes encoding proteins with antiviral roles are also enriched in Cluster 7, including viperin (*Rsad2*); several IFN-induced genes that help recognize and degrade viral RNA (*Ifit1*, *Ifit3*, and *Isg20*); an IFN-stimulated gene that inhibits viral replication (*Isg15*); interferon regulatory factor 1 (*Irf1*), a master regulator of the antiviral defense; and a member of the 2′–5′-oligoadenylate synthetase family (*Oasl2*), which facilitates RNase L-mediated degradation of viral RNA (Fig 1G) (Schneider et al, 2014; Zhu et al, 2014). 

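In β-like cells, <i>Rsad2</i> (ENSMUSG00000020641, chromosome 12, 26442746 to 26456452) was at 3.68 CPM without treatment, 12.0 CPM with IL-1β, 47.2 CPM with IFN-γ and 161 CPM (155 to 168) with both. <i>Ifit1</i> was at 7.96, 28.3, 146 and 196 CPM in the same order. <i>Ifit3</i> was higher with IFN-γ alone, at 90.8 CPM (85.9 to 95.8), than with both cytokines, at 81.1 CPM (76.7 to 85.7), and was at 2.22 CPM without treatment. <i>Isg20</i> rose from 138 to 544 CPM (533 to 556) with both cytokines and <i>Isg15</i> from 0.857 to 124 CPM (119 to 130.1). <i>Irf1</i> (ENSMUSG00000018899, chromosome 11, 53770014 to 53778374) was at 20.3 CPM without treatment, 41.6 CPM with IL-1β, 207 CPM with IFN-γ and 327 CPM (318 to 336) with both.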

As expected, in addition to *Nos2*, we observed enrichment in several other genes involved in NF-κB signaling, including *Icam1*, encoding inflammatory intercellular adhesion molecule-1; *Sod2*, encoding manganese-dependent superoxide dismutase; *Nfkbia*, encoding an NF-κB inhibitor; and *Nfkb1*, encoding subunit 1 of NF-κB (Fig 1H). 

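Among the NF-κB-related genes in β-like cells, <i>Icam1</i> (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817) rose from 0.454 CPM without treatment to 132 CPM with IL-1β and 396 CPM (386 to 406) with both, and was at 3.70 CPM with IFN-γ. <i>Sod2</i> (ENSMUSG00000006818, chromosome 17, 13006846 to 13040063) was at 101 CPM, 1021 CPM, 956 CPM (941 to 972) and 117 CPM in these libraries, respectively. <i>Nfkbia</i> rose from 49.4 CPM to 478 CPM with IL-1β and 616 CPM (603 to 628) with both. <i>Nfkb1</i> rose from 25.9 CPM to 123 CPM and 163 CPM (157 to 169), respectively. With IFN-γ alone, <i>Nfkbia</i> was at 51.6 CPM and <i>Nfkb1</i> at 39.1 CPM.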

Finally, one of the most highly enriched genes in Cluster 7, *Cxcl10*, is a proinflammatory chemokine (Cardozo et al, 2003), and is up-regulated along with several other members of the chemokine family (Fig 1I).

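<i>Cxcl10</i> (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) had the largest ln fold change of any gene detected in at least 10% of β-like cells of the combined or untreated library, at 3.27 (3.26 to 3.28). It was at 2.17 CPM without treatment, 63.8 CPM with IL-1β, 73.4 CPM with IFN-γ and 2683 CPM (2657 to 2708) with both. Of the other chemokines, <i>Cxcl1</i> reached 253 CPM (243 to 263) with IL-1β alone and 145 CPM (139 to 151) with both. No <i>Cxcl1</i> UMI was counted in untreated β-like cells, a floor of 0.151 CPM at 3 counts. <i>Ccl2</i> was at 0.454, 129, 6.99 and 478 CPM in the untreated, IL-1β, IFN-γ and combined libraries, and <i>Cxcl16</i> at 18.3, 60.5, 14.1 and 101 CPM. <i>Ccl28</i> was at 9.22, 104, 6.79 and 45.5 CPM.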

### Distinct β-cell clusters are seen after 6-h cytokine exposure

Based on our initial clustering analysis (Fig 1B), there appeared to be several distinct groups of β-cells. To further characterize this heterogeneity, we performed a separate clustering analysis using only *Ins1*- and *Ins2*-expressing cells in our dataset (Clusters 0, 1, 4–8). Computationally isolating and clustering β-cells revealed 7 clusters (Figs 2A and S3A and Table S3). 

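Most β-like cells separated by library, with the heat-shock-enriched cluster c04 as the exception. The library most common in each of the other 4 β-like clusters gave between 97.0% and 97.9% of its cells. Within β-like cells, a <i>Nos2</i> UMI was found in 28.2% (25.6 to 30.8) of cells treated with IL-1β and in 0.605% (0.262 to 1.19) of those treated with IFN-γ alone. Of the 1145 untreated β-like cells, 1 had one.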

One (β-cell Cluster 4) appeared to only be present in cells treated with IL-1β, whereas another (β-cell Cluster 6) was only present in cells treated with IFN-γ (Fig 2B), and both clusters had high expression of *Nos2* mRNA (Fig 2C). To determine the distinguishing characteristics of these two clusters of iNOS-expressing β-cells, we again used DAVID to identify enriched categories of up-regulated genes. There were several categories enriched in both clusters (Immune response, Guanylate binding, and Herpes simplex infection), but β-cell Cluster 6, the smaller of the two, had a higher correlation to these categories (Fig 2D and E). 

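To ask whether interferon-regulated transcripts occur in the same β-like cells, cells of the combined library were split by a UMI of <i>Rsad2</i>. <i>Ifit3</i> was detected in 40.3% (35.8 to 44.9) of the 464 cells with <i>Rsad2</i> and in 18.9% (16.2 to 21.7) of the 801 without it. The median depths of these groups were 12385 and 11932 UMIs. <i>Oasl2</i> was found in 82.5% (78.8 to 85.9) against 66.8% (63.4 to 70.0), <i>Isg15</i> in 59.5% (54.9 to 64.0) against 39.8% (36.4 to 43.3) and <i>Ddx58</i> in 52.6% (47.9 to 57.2) against 41.7% (38.3 to 45.2). For <i>Cxcl10</i>, at 87.7% (84.4 to 90.6) against 82.0% (79.2 to 84.6), the intervals overlapped. Genes that rose with IL-1β were also found more often beside <i>Rsad2</i>, with <i>Defb1</i> in 94.2% (91.6 to 96.1) against 87.9% (85.4 to 90.1), <i>Icam1</i> in 79.96% (76.0 to 83.5) against 68.2% (64.8 to 71.4) and <i>Cd40</i> in 67.9% (63.4 to 72.1) against 55.9% (52.4 to 59.4).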

Closer examination revealed that IL-1β-regulated genes, including *Defb1*, *Icam1*, *Gbp5*, and *Cd40* were primarily expressed in β-cell Cluster 4, while IFN-induced genes, including *Cxcl10*, *Oasl2*, *Ifit3*, *Rsad2* (viperin), and *Ddx58* (Rig-I) were enriched in β-cell Cluster 6 (Fig 2C). Differential expression analysis between these two clusters corroborates these conclusions (Fig S3B and C), as several of the top 10 genes increased in Cluster 4 compared to Cluster 6 are related to IL-1 signaling (*Nfkb1* and *Icam1*), whereas genes increased in Cluster 6 include those regulated by IFNs (*Rsad2*, *Ifit3*, and *Oasl2*). In addition to the *Nos2*-expressing clusters, we also identified a cluster (β-cell Cluster 2) enriched for ribosomal proteins, chaperones, RNA-binding proteins, and mitochondrial proteins (Fig 2F). 

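A β-like cluster found without the heat shock genes named in the text, though with others such as <i>Hsph1</i>, c04, was present in every library and had high levels of them. In the combined library, <i>Hspa1a</i> (ENSMUSG00000091971, chromosome 17, 34969190 to 34972156) was at 1096 CPM in c04 and 173 CPM in the other β-like clusters. <i>Hspa1b</i>, a paralog next to it on the same chromosome (34956436 to 34959238) with which reads could be shared, was at 588 CPM in c04 and 97.2 CPM in the other β-like clusters. <i>Dnajb1</i> was at 290.3 CPM in c04 and 63.6 CPM in the other β-like clusters. <i>Eif1</i> was at 1997 CPM in c04 and 1263 CPM in the other β-like clusters, and <i>Rpl9</i> at 1992 CPM in c04 and 1405 CPM in the other β-like clusters. The median depth was 9074.5 UMIs in c04 and 12569 in the others.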

Genes enriched in these cells included those encoding subunits of heat shock protein 70 (*Hspa1a* and *Hspa1b*), eukaryotic translation initiation factor 1 (*Eif1*), heat shock protein 40 (*Dnajb1*), and ribosomal protein L9 (*Rpl9*) (Fig 2C). 

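Cluster c04 held 75 untreated β-like cells, or 6.55% (5.19 to 8.14) of that class. It held 19.0% (16.8 to 21.3) of β-like cells with IL-1β, 14.5% (12.7 to 16.5) with IFN-γ and 13.3% (11.5 to 15.3) with both. In the untreated library, <i>Hspa1a</i> was at 1294 CPM in c04 and 18.2 CPM in the other β-like clusters, and <i>Hspa1b</i> at 443 CPM in c04 and 7.15 CPM in the other β-like clusters. From the presence of such cells among the clusters and their stress genes, the paper proposes that they had been stressed before the cytokines were added.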

Enrichment of genes involved in these stress responses suggests that cells in β-cell Cluster 2 had been stressed before treatment.

Table S3 Enriched genes in each β-cell cluster shown in Fig 2A.

**Figure 2.**
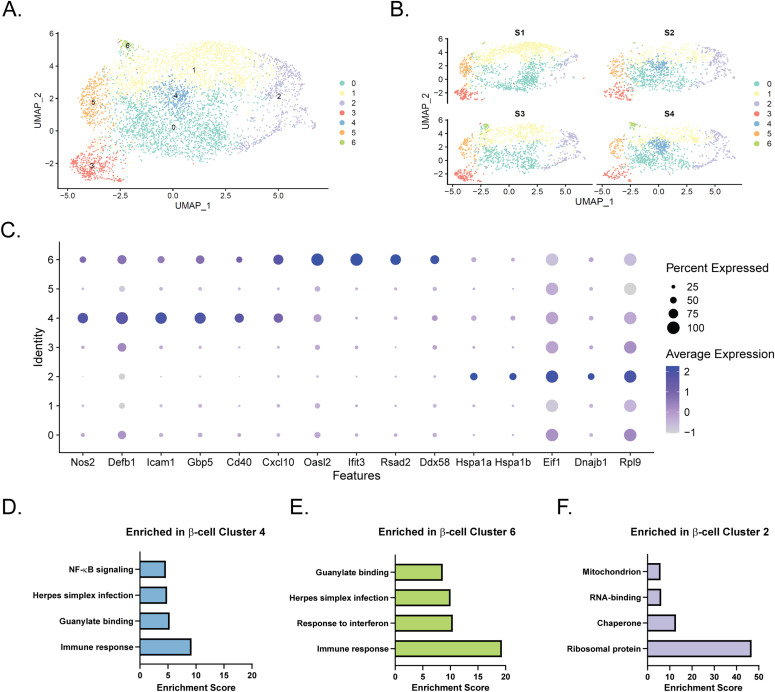
β-cell clusters after 6-h cytokine exposure. **(A)** Uniform Manifold Approximation and Projection plot depicting clusters of β-cells from all four samples. Clusters are numbered and color-coded according to the legend shown at the right. **(B)** Uniform Manifold Approximation and Projection plots segregated by sample. **(C)** Dot plot indicating expression levels and percent of cells expressing selected genes in each of the seven β-cell clusters. **(D, E, F)** Significantly enriched genes in cluster 4 (D), cluster 6 (E), or cluster 2 (F) were subjected to functional annotation clustering using DAVID. Select enriched categories of genes are shown for each cluster.

**Figure S3.**
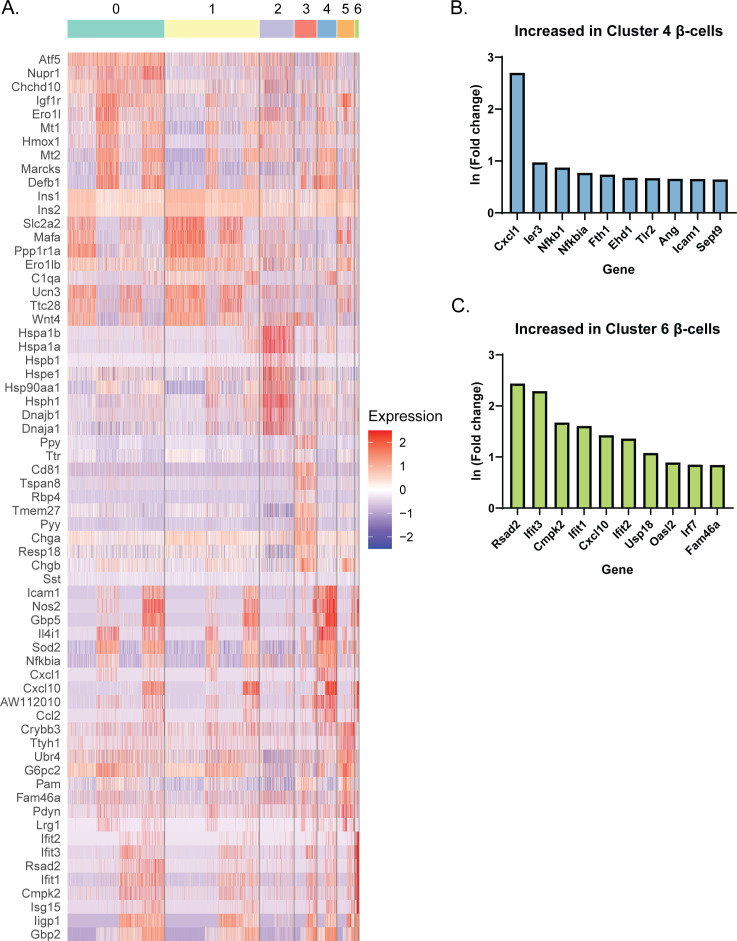
Enriched genes in each β-cell cluster. **(A)** The top 10 genes with the greatest positive ln (Fold change) in each cluster compared with all other clusters are shown in a heat map. Red indicates higher scaled expression, and blue indicates lower scaled expression. **(B, C)** Summary of differential expression analysis performed between β-cell Clusters 4 and 6. The top 10 genes (based on the ln fold change) increased in Cluster 4 compared with Cluster 6 (B) and in Cluster 6 compared with Cluster 4 (C) are shown.

### Cytokine requirements for differential gene expression in β-cells

To determine how the cytokines individually and together influenced gene expression, we performed differential expression analysis comparing the β-cells in Samples 2, 3, and 4 to those in Sample 1 (Table S4). We used a threshold of 0.5 ln(fold change) and an adjusted *P*-value of 0.01 to determine if expression of a gene was significantly changed. 

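Without replicates, no count of changed genes was made from cells, and the size of the changes was described instead. Over the 8549 genes detected in at least 10% of β-like cells of the IL-1β or untreated library, the 95th percentile of the absolute ln fold change was 0.382 with IL-1β. It was 0.223 over 8511 genes with IFN-γ and 0.348 over 8695 genes with both. The alternative that moved the percentile most was a pseudocount of 0.1, at 0.809 with IL-1β and 0.452 with IFN-γ. Apart from the cell type markers, the largest increases in ln fold change with IL-1β were those of <i>Defb1</i> (2.09), <i>Cebpd</i> (1.86), <i>Mt2</i> (1.69), <i>Sod2</i> (1.67) and <i>Mt1</i> (1.59). With IFN-γ they included those of <i>Iigp1</i> (2.51), <i>Gbp2</i> (2.23), <i>Igtp</i> (1.86) and <i>Irgm1</i> (1.68), and with both cytokines those of <i>Cxcl10</i> (3.27), <i>Gbp2</i> (2.95), <i>Iigp1</i> (2.03), <i>Nos2</i> (1.99) and <i>Defb1</i> (1.98). The largest decreases with IL-1β were those of <i>Mafa</i> (−1.38), <i>Ppp1r1a</i> (−1.04), <i>Wnt4</i> (−0.96), <i>Gatsl2</i> (−0.80) and <i>Slc2a2</i> (−0.70). With IFN-γ they were smaller and included <i>Ppp1r1a</i> (−0.55), <i>Gm42418</i> (−0.47), <i>C2cd4b</i> (−0.29), <i>Mafa</i> (−0.28) and <i>Lars2</i> (−0.26). With both cytokines they were those of <i>Mafa</i> (−1.50), <i>Ppp1r1a</i> (−1.004), <i>Wnt4</i> (−0.82), <i>Slc2a2</i> (−0.75) and <i>Gatsl2</i> (−0.75). <i>Gm42418</i> and <i>Lars2</i> were also among the leading genes of the 294 shallow unnamed cells. Whether cell quality enters their decrease with IFN-γ was not tested.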

In response to: (1) IL-1β alone, 231 genes (218 up, 13 down); (2) IFN-γ alone, 65 genes (58 up, 7 down); and (3) both cytokines, 225 genes (199 up, 26 down) were modified (Fig 3A). 

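The genes of these groups were taken from Table S4 and measured again in β-like cells. The study chose them on the same libraries, so their medians are not independent evidence. The 92 IL-1β–dependent genes had a median ln fold change of 0.69 with IL-1β, 0.16 with IFN-γ and 0.74 with both. For the 40 IFN-γ–dependent genes the medians were 0.20, 0.75 and 0.96 in the same order. The 13 genes induced by either cytokine had medians of 0.87, 0.55 and 0.84. For the 54 genes requiring both, the medians were 0.32 and 0.22 with the single cytokines and 0.59 with both. The threshold of 0.5 was passed by 2 of these with IL-1β and by 2 with IFN-γ.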

Of the genes up-regulated in response to both IL-1β and IFN-γ (Sample 4), 92 (46.23%) were IL-1β–dependent (also up-regulated in Sample 2), 40 (20.10%) were IFN-γ–dependent (also up-regulated in Sample 3), 13 (6.53%) were induced by either cytokine (up-regulated in Samples 2, 3, and 4), and 54 (27.14%) required both cytokines for significant induction (they were only up-regulated in Sample 4) (Fig 3B). Examples of up-regulated genes from scRNA-seq data are shown (Fig 3C and D), and selected genes were validated by qRT-PCR using mouse islets (Fig 3E). *Nos2* and *Sod2* (manganese-dependent superoxide dismutase) were among the IL-1β–dependent genes, as expected, as were *Defb1* and *Icam1* (Fig 3C–E). 

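Against untreated β-like cells, IL-1β raised the summed counts of <i>Sod2</i> 10.1-fold (9.62 to 10.6), of <i>Defb1</i> 35.1-fold (32.2 to 38.3) and of <i>Icam1</i> 292-fold (153 to 639.5). With IFN-γ alone the ratios were 1.16-fold (1.08 to 1.23), 2.32-fold (2.08 to 2.58) and 8.16-fold (4.00 to 18.8). Addition of IFN-γ to IL-1β changed <i>Sod2</i> 0.937-fold (0.913 to 0.960) and <i>Defb1</i> 0.869-fold (0.846 to 0.892), whereas <i>Icam1</i> rose 2.99-fold (2.82 to 3.18) and <i>Nos2</i> 4.70-fold (4.44 to 4.97). Hormone genes took 27.9% of β-like UMIs with IL-1β and 37.8% with both, which lowers such ratios of other genes. The small decreases of <i>Sod2</i> and <i>Defb1</i> may reflect this. The small increase of <i>Sod2</i> with IFN-γ was not seen when hormone genes were left out of the total of each cell. The ln fold change was then −0.0374 (−0.0810 to 0.00623), an interval that includes 0.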

Among the IFN-γ–dependent genes we found *Irf1*, as anticipated, as well as *Cxcl10* (Fig 3C–E). 

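IFN-γ alone raised <i>Irf1</i> 10.2-fold (9.19 to 11.3) in β-like cells, and IL-1β alone 2.05-fold (1.78 to 2.35). A UMI of <i>Irf1</i> was found in 28.5% (25.9 to 31.2) of untreated β-like cells, 24.7% (22.3 to 27.3) with IL-1β and 77.9% (75.6 to 80.1) with IFN-γ. Thinned shares were 7.86%, 13.1% and 53.9%. In cluster c04 the level of <i>Irf1</i> went from 14.7 CPM without treatment to 101 CPM with IL-1β, and in other β-like cells from 20.6 to 31.7 CPM. <i>Cxcl10</i> was detected in 0.437% (0.142 to 1.02) of untreated β-like cells, 13.2% (11.3 to 15.2) with IL-1β, 13.8% (12.0 to 15.8) with IFN-γ and 84.1% (82.0 to 86.1) with both. The shares with each single cytokine were within each other's intervals.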

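In β-like cells, the summed counts of <i>Cxcl10</i> were 36.6-fold (34.4 to 38.9) higher with both cytokines than with IFN-γ alone and 42.0-fold (38.9 to 45.5) higher than with IL-1β alone. Computed as the paper's tables do, from ln of the mean plus 1, the first difference was 2.75 on the ln scale, or 15.6-fold. The alternative that moved the ratio of counts most was the assignment of cell types by the hormone with the most UMIs, at 42.2-fold.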

The latter gene was significantly induced in response to IFN-γ by scRNA-seq, but, interestingly, was about 13-fold higher in response to both cytokines together (Fig 3C and E), suggesting that IL-1β dramatically augments its expression. Because of this dramatic increase in expression with exposure to both cytokines, the increase in expression by IFN-γ alone did not reach statistical significance by qRT-PCR (Fig 3E). 

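The summed counts of <i>Gbp2</i> in β-like cells rose 182-fold (128 to 269) with IL-1β and 533-fold (375 to 785) with IFN-γ. With both, they were 2.20-fold (2.16 to 2.25) higher than with IFN-γ alone. A UMI was found in 2.36% (1.56 to 3.41) of untreated β-like cells, 61.4% (58.6 to 64.2) with IL-1β, 84.3% (82.2 to 86.2) with IFN-γ and 91.6% (90.0 to 93.1) with both.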

Very few genes were induced in all three cytokine-treated samples, but an antiviral guanylate-binding protein (*Gbp2*) was among them (Fig 3C). 

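<i>Gbp5</i>, <i>Rsad2</i> and <i>Cd40</i> were compared between the combined library and each single cytokine in β-like cells. <i>Gbp5</i> was 5.93-fold (5.43 to 6.49) higher with both cytokines than with IL-1β and 13.4-fold (12.0 to 14.9) higher than with IFN-γ. <i>Rsad2</i> was 13.4-fold (11.2 to 16.3) and 3.41-fold (3.14 to 3.72) higher, respectively, and <i>Cd40</i> 3.14-fold (2.85 to 3.47) and 90.1-fold (60.9 to 139) higher. A UMI of <i>Rsad2</i> was found in 3.67%, 5.65%, 26.9% and 36.7% (34.0 to 39.4) of β-like cells of the untreated, IL-1β, IFN-γ and combined libraries. For <i>Cd40</i> these shares were 0.437%, 27.9%, 1.51% and 60.3% (57.6 to 63.0).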

Finally, among the genes requiring both cytokines for significant induction were *Gbp5*, *Rsad2*, and *Cd40* (Fig 3C–E). *Gbp5* was not significantly up-regulated by IL-1β alone via scRNA-seq analysis, but was by qRT-PCR (Fig 3D and E). 

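A <i>Gbp5</i> UMI was found in 0.262% (0.0541 to 0.764) of untreated β-like cells, 28.0% (25.5 to 30.7) with IL-1β, 17.5% (15.5 to 19.7) with IFN-γ and 85.2% (83.1 to 87.1) with both. The ln fold change with IL-1β alone was 0.41 (0.39 to 0.44). After thinning, the share with IL-1β was 16.8%.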

As expected, these genes are not regulated by nitric oxide, as addition of NOS inhibitor *N*^G^-monomethyl-ʟ-arginine (NMMA) does not prevent the up-regulation by cytokines (Fig 3E). 

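Of the antiviral genes, <i>Gbp5</i> rose 273-fold (106 to 1004) with IL-1β alone and 121-fold (46.9 to 447) with IFN-γ alone in β-like cells. In untreated β-like cells it rested on 4 UMIs and <i>Gbp2</i> on 31. <i>Defb1</i> was found in 28.6% (26.0 to 31.4) of untreated β-like cells, 82.4% (80.2 to 84.6) with IL-1β and 34.0% (31.5 to 36.7) with IFN-γ.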

We were surprised to observe induction of antiviral genes by either IL-1β (*Defb1*, *Gbp2*, and *Gbp5*) or IFN-γ (*Irf1* and *Gbp2*), as antiviral function is typically attributed to IFN signaling, but not to IL-1 signaling (Samuel, 2001). 

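The 9 genes drawn in Fig S4 were <i>Bax</i>, <i>Bak1</i>, <i>Bid</i>, <i>Bad</i>, <i>Bik</i>, <i>Bcl2l11</i>, <i>Bok</i>, <i>Bbc3</i> and <i>Pmaip1</i>. Their median ln fold change in β-like cells was 0.0195 with IL-1β, 0.0160 with IFN-γ and 0.0423 with both. Among 10000 random lists of genes of similar level, these medians lay at percentiles 99.04, 93.62 and 99.48, in that order. None passed 0.5 in any library. The largest with both cytokines was that of <i>Bid</i>, at 0.14 (0.12 to 0.16), where the level rose from 2.07 to 16.8 CPM (14.8 to 19.0), a ratio of 8.13 (5.83 to 11.6). <i>Bak1</i> rose 3.45-fold (2.74 to 4.36) and <i>Bcl2l11</i> 1.94-fold (1.62 to 2.33). <i>Bax</i>, the most abundant, changed 1.04-fold (0.981 to 1.11), and its ln fold change went below 0, at −0.0740, when hormone genes were left out of the totals. <i>Bad</i> changed 0.775-fold (0.659 to 0.910), with an ln fold change of −0.0379 that became 0.00615 after thinning. <i>Pmaip1</i> had at most 1 UMI in any library.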

We did not observe induction of pro-apoptotic genes in any of our samples, as has been suggested (Fig S4) (Grunnet et al, 2009). Together, these results suggest that (1) in β-cells, IL-1β has a greater influence on gene expression than IFN-γ, but a number of genes require both cytokines to be significantly induced; and (2) IL-1β and IFN-γ both individually up-regulate antiviral genes in β-cells.

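On the paper's ln scale, the median absolute change of detected genes in β-like cells was 0.0701 with IL-1β, 0.0451 with IFN-γ and 0.0538 with both. The 99th percentiles were 0.672, 0.412 and 0.805. Over the unchanged genes of simulated counts, the 95th percentile came to 0.0329 for the IL-1β comparison and 0.0291 for the IFN-γ comparison. With 1 library per condition, variation between libraries could not be estimated and is not part of these values. Variation between cells beyond counting was also left out of the simulation. The order of the single cytokines at the 95th percentile held under every alternative tried, including thinning, at 0.487 against 0.290. The paper counts the genes past its threshold in each library and sorts those induced by both cytokines by whether either alone sufficed. From the larger number with IL-1β and the group found only with both, it proposes that IL-1β has the greater influence and that some genes need both cytokines.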

Table S4 Differential expression analysis of β-cells in response to each treatment.

**Figure 3.**
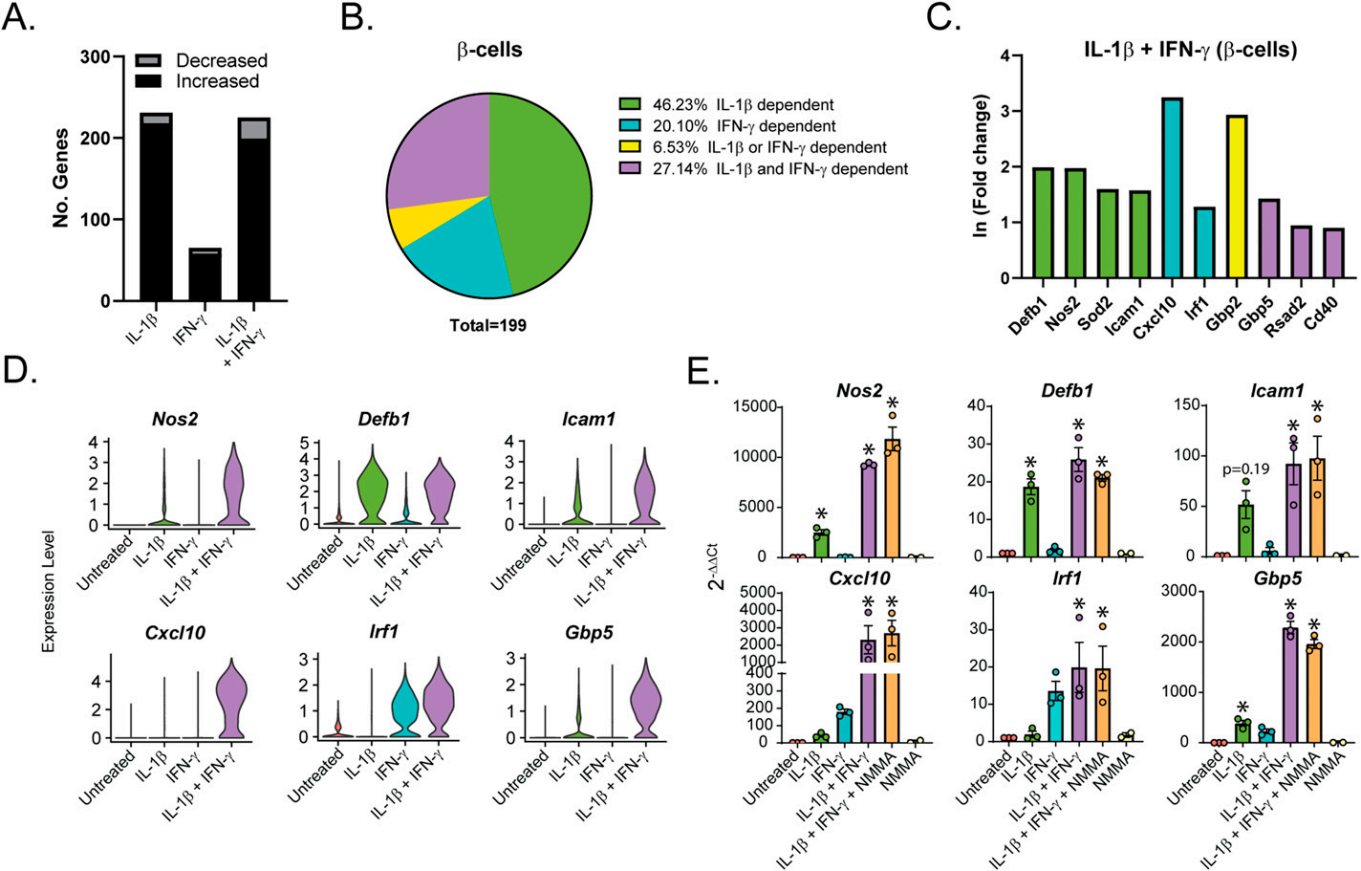
Cytokine requirements for different genes in β-cells. **(A)** Stacked bar plot showing the number of significantly up-regulated or down-regulated genes in β-cells in S2 (IL-1β), S3 (IFN-γ), or S4 (IL-1β + IFN-γ) compared with S1 (Untreated). ln (Fold change) > 0.5 and an adjusted *P*-value < 0.01 were used as cutoffs to determine significance. **(B)** Genes significantly up-regulated in β-cells treated with IL-1β + IFN-γ (S4) were compared with genes significantly up-regulated in β-cells treated with IL-1β (S2) or with IFN-γ (S3). Pie chart shows the percentage of up-regulated genes in S4 that are IL-1β–dependent (also up-regulated in S2), IFN-γ–dependent (also up-regulated in S3), IL-1β- or IFN-γ–dependent (up-regulated in S2, S3, and S4), or IL-1β– and IFN-γ–dependent (only up-regulated in S4). **(C)** ln (fold change) from single-cell RNA sequencing data of selected representative genes in the categories shown in (B). Green bars: IL-1β–dependent. Teal bars: IFN-γ–dependent. Yellow bars: IL-1β– or IFN-γ–dependent. Purple bars: IL-1β and IFN-γ–dependent. **(D)** Violin plots showing the expression level of selected genes in β-cells from each of the four samples. **(E)** Expression of selected genes (compared with *Gapdh* levels) determined by qRT-PCR using mouse islets treated with the indicated treatments for 6 h. Concentrations are as follows: 10 U/ml IL-1β, 150 U/ml IFN-γ, and 2 mM NMMA. Error bars represent SEM. qRT-PCR results are from three independent experiments with statistical significance indicated. *P < 0.05 (versus untreated).

**Figure S4.**
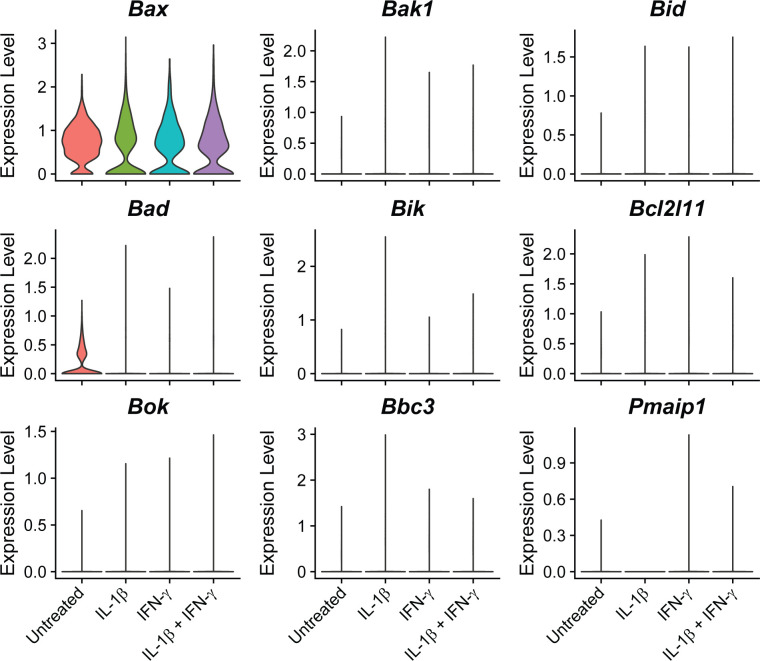
Expression of pro-apoptotic genes in β-cells. Violin plots showing the expression levels of selected pro-apoptotic genes in β-cells in each of the four samples.

### *Nos2* mRNA is increased in a subset of δ- and α-cells

Our initial clustering analysis revealed that most “cytokine-responsive” cells (those that express *Nos2* mRNA in response to IL-1β and IFN-γ exposure) were found in Cluster 7 of our overall dataset, a β-cell–enriched cluster (Fig 1C). Indeed, comparison of the expression of *Nos2* and *Ins1* in Sample 4 showed enhanced accumulation of *Nos2* mRNA in 71% of β-cells (Fig 4A and B). However, closer examination of the α- and δ-cell clusters (Clusters 2 and 3, respectively) revealed that a subset of these non–β-cells also express *Nos2* mRNA in response to treatment with both cytokines (Fig 4C and E). 

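In the combined library, a <i>Nos2</i> UMI was found in 907 of 1265 β-like cells, or 71.7% (69.1 to 74.2). After thinning, the share was 60.8%, which was the alternative that moved it most. Across all the alternatives it lay between 60.8% and 72.6%. As a background for free RNA, no <i>Nos2</i> UMI was found in 28 macrophage-like cells of the same library, which allows a share of up to 12.3%. Their median depth, 9547 UMIs, was below the 12132 of the β-like cells, as given above. These <i>Ins1</i>-expressing cells had a median of 2882 detected genes.

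**Figure D1:**
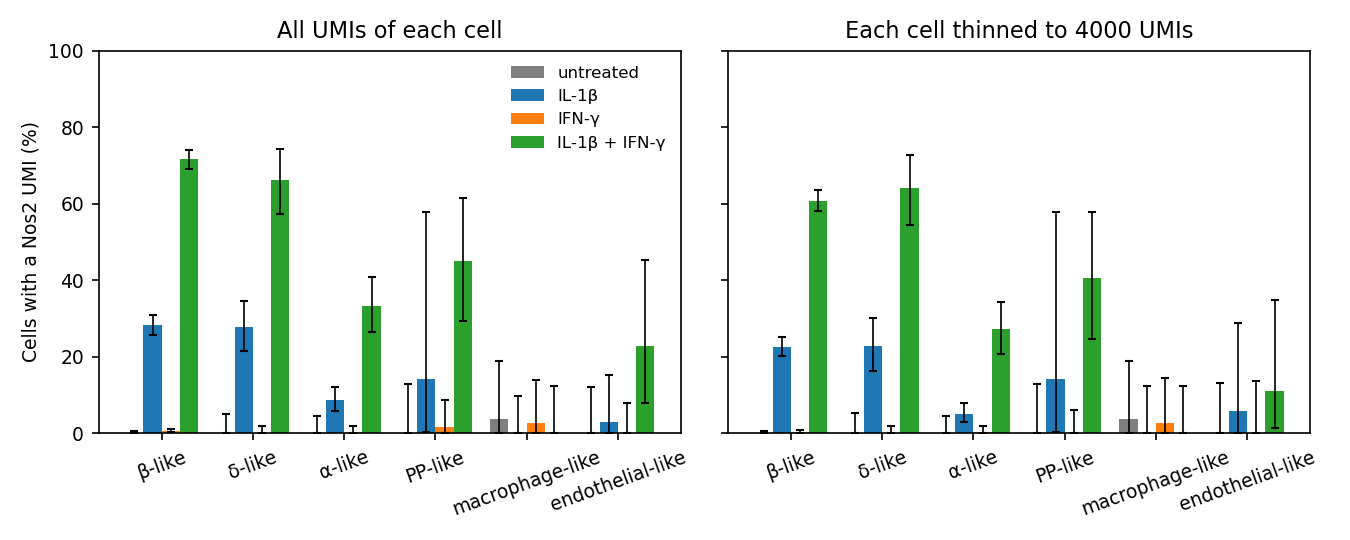
Share of cells of each class with at least 1 Nos2 UMI (vertical axis, %), from all UMIs (left) and with each cell thinned to 4000 UMIs (right). Bars are libraries and error bars are exact binomial 95% intervals, which cover counting error only. With both cytokines, β-like cells are at 71.7% and macrophage-like cells at 0.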

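In the combined library, <i>Nos2</i> UMIs were found in 84 of 127 δ-like cells, or 66.1% (57.2 to 74.3), and in 60 of 180 α-like cells, or 33.3% (26.5 to 40.7). The median depths were 5996 and 8610 UMIs, both below that of the β-like cells. After thinning, the shares were 64.0% and 27.1%. The α-like share moved most with a mitochondrial limit of 20%, at 47.8%. The level of <i>Nos2</i> was 646 CPM (595 to 701) in δ-like cells and 151 CPM (132 to 171) in α-like cells. The intervals of the δ- and β-like shares overlapped, whereas that of α-like cells was lower than both by more than counting error.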

69% of δ-cells and 39% of α-cells express *Nos2* in Sample 4, suggesting that subsets of these cell types are “cytokine responsive” (Fig 4D and F and Tables S5 and S6). *Nos2* mRNA was up-regulated in β-cells and δ-cells in response to IL-1β alone or in combination with IFN-γ (Fig 4G and H), whereas α-cells required both cytokines (Fig 4I). 

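With IL-1β alone, a <i>Nos2</i> UMI was found in 27.7% (21.5 to 34.5) of δ-like cells and 8.55% (5.80 to 12.1) of α-like cells. After thinning, these shares were 22.7% and 5.00%, beside 22.6% for β-like cells. The α-like share was 14.8% with a mitochondrial limit of 20% and 12.3% without the second round of clustering, a setting chosen after seeing the data. RNA from β cells, free or in doublets, was not tested as a source of these UMIs with IL-1β alone. None of 71 untreated δ-like or 82 untreated α-like cells had one, which allows shares of up to 5.06% and 4.40%. The level in α-like cells was 26.8 CPM (20.7 to 34.2) with IL-1β and 3.59 CPM (1.64 to 6.81) with IFN-γ. The combined library was 5.62-fold (4.26 to 7.50) above IL-1β alone in α-like cells and 5.31-fold (4.41 to 6.43) above it in δ-like cells.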

In agreement, mouse αTC1 cells increase *Nos2* mRNA in response to 6 h exposure to 10 U/ml IL-1β and 150 U/ml IFN-γ (Fig S5A). Fifty percent of PP-cells expressed *Nos2* in response to both cytokines, but this increase was not statistically significant (Fig S6C and Table S7). These findings are unexpected given that β-cells are thought to be the only islet endocrine cell type capable of generating nitric oxide upon IL-1β stimulation (Corbett et al, 1992b; Corbett & McDaniel, 1995; Arnush et al, 1998).

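<i>Nos2</i> UMIs were found in 18 of 40 PP-like cells of the combined library, or 45.0% (29.3 to 61.5), at a level of 329.8 CPM (276 to 391). Of the 27 untreated PP-like cells none had one. With IL-1β alone only 7 PP-like cells were found, of which 1 had a <i>Nos2</i> UMI.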

Table S5 Differential expression analysis of δ-cells in response to each treatment.

Table S6 Differential expression analysis of α-cells in response to each treatment.

Table S7 Differential expression analysis of PP-cells in response to each treatment.

**Figure 4.**
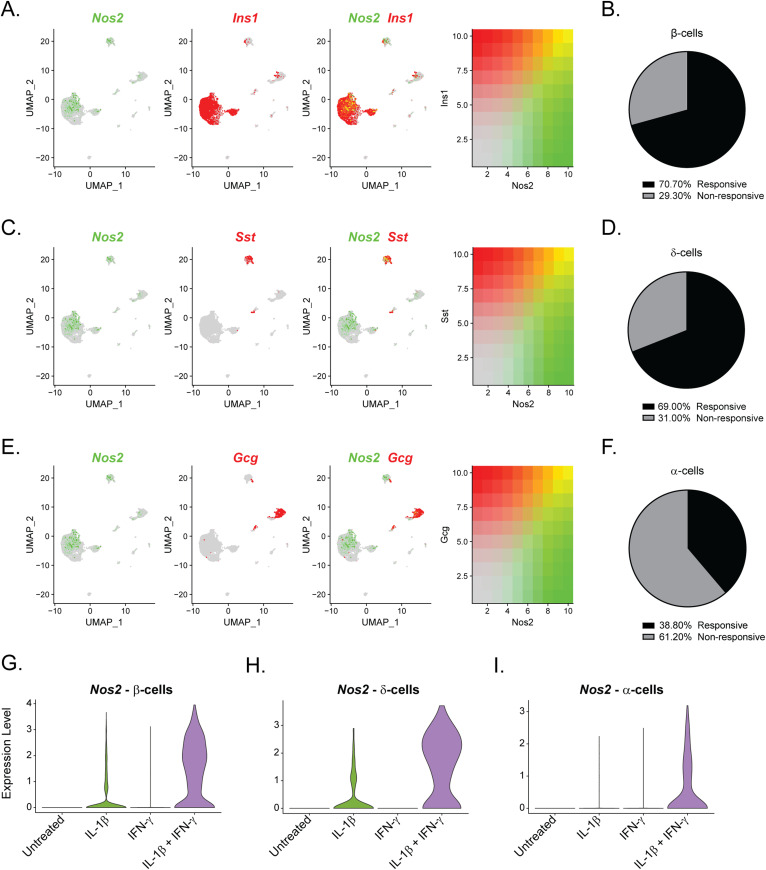
Populations of α- and δ-cells express *Nos2* mRNA in response to IL-1β. **(A, C, E)** Uniform Manifold Approximation and Projection plots showing the overlap in expression of *Nos2*, shown in green, and *Ins1* (A), *Sst* (C), or *Gcg* (E) shown in red. Intermediary colors denote cells that co-express *Nos2* with each respective hormone. Expression levels of each gene are indicated to the right of each panel. **(B, D, F)** Pie charts showing the percentage of cytokine-responsive (*Nos2*-expressing) and nonresponsive (*Nos2* non-expressing) β-cells (B), δ-cells (D), or α-cells (F) in Sample 4. **(G, H, I)** Violin plots showing the expression levels of *Nos2* mRNA in β-cells (G), δ-cells (H), or α-cells (I) in each sample.

**Figure S5.**
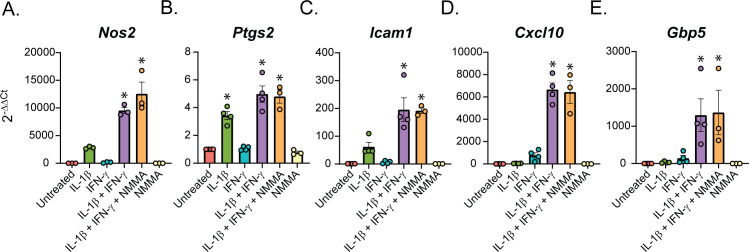
Expression of selected genes in αTC1 cells in response to cytokines. **(A, B, C, D, E)** Relative expression of *Nos2* (A), *Ptgs2* (B), *Icam1* (C), *Cxcl10* (D), and *Gbp5* (E) (all compared with *Gapdh* levels) determined by qRT-PCR using αTC1 Clone 6 cells treated with the indicated treatments for 6 h. Concentrations are as follows: 10 U/ml IL-1β, 150 U/ml IFN-γ, and 2 mM NMMA. Error bars represent SEM. Results are from 3 to 4 independent experiments with statistical significance indicated. *P < 0.05 (versus untreated).

**Figure S6.**
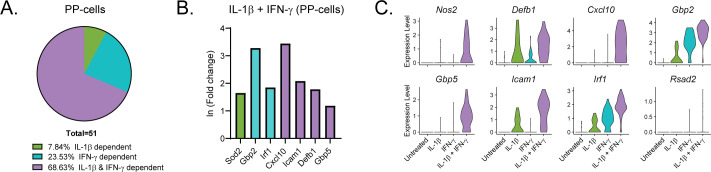
Cytokine-responsive genes in PP-cells. **(A)** Genes significantly up-regulated in PP-cells treated with IL-1β + IFN-γ (S4) were compared with genes significantly up-regulated in response to IL-1β (S2) or to IFN-γ (S3). Pie chart shows the percentage of up-regulated genes in S4 PP-cells that are IL-1β–dependent (also up-regulated in S2), IFN-γ–dependent (also up-regulated in S3), or IL-1β– and IFN-γ–dependent (only up-regulated in S4). **(B)** ln (fold change) of selected representative genes in the categories shown in (A) in S4 PP-cells. Green bars: IL-1β–dependent. Teal bars: IFN-γ–dependent. Purple bars: IL-1β– and IFN-γ–dependent. **(C)** Violin plots showing the expression levels of selected genes in PP-cells from each of the four samples.

### IL-1β and IFN-γ induce many of the same genes in β-, δ-, and α-cells

Because β-, δ-, and α-cells all respond to cytokine stimulation by expressing iNOS, we hypothesized that they may display similar changes in gene expression in addition to *Nos2*. To test this, we compared the expression of the top up-regulated genes in β-cells to their expression levels in δ- and α-cells. These genes were significantly induced in all three cell types, with comparable fold changes (Fig 5A and Tables S4–S6). In addition to fold change, we also compared the percentage of each cell type with detectable transcripts for each gene. 

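For the 100 genes with the largest ln fold changes in Table S4 for both cytokines, the median ln fold change measured here was 1.00 in β-like cells, 1.12 in δ-like cells and 0.82 in α-like cells. Values were above 0 for 99, 97 and 99 of them, and above 0.5 for 98, 93 and 79. The list was chosen on the β-cells of these libraries. In δ- and α-like cells its median exceeded those of all 10000 random lists matched by level. The 3 classes are compared with the untreated cells of the same library, whose δ- and α-like cells numbered 71 and 82. <i>Cxcl10</i> changed by 4.36 (4.33 to 4.38) in δ-like cells and 2.51 (2.41 to 2.60) in α-like cells on this scale, and <i>Iigp1</i> by 2.03 in β-like, 2.01 in δ-like and 1.72 in α-like cells.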

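Some transcripts that rose with both cytokines were found in few untreated β-like cells, though <i>Defb1</i> was already in 28.6% and <i>Irf1</i> in 28.5% of them. <i>Iigp1</i> was detected in 0.175% (0.0212 to 0.630) of untreated β-like cells and 84.1% (82.0 to 86.1) of those with both cytokines. <i>Gbp3</i> went from 3.32% (2.36 to 4.53) to 85.8% (83.7 to 87.7), <i>Gbp4</i> from 0.262% (0.0541 to 0.764) to 84.5% (82.4 to 86.5) and <i>Icam1</i> from 0.524% (0.193 to 1.14) to 72.5% (69.9 to 74.9). After thinning, the shares with both cytokines were 71.0% for <i>Iigp1</i>, 69.5% for <i>Gbp3</i>, 72.7% for <i>Gbp4</i> and 55.5% for <i>Icam1</i>. Untreated β-like cells were the deeper ones, so the low shares of these 4 genes there do not come from a lack of depth.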

For most genes, fewer than 5% of β-cells expressed the transcript in untreated cells, but this increased to at least 70% in response to both cytokines (Fig 5B). 

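<i>Mt2</i> and <i>Sod2</i> were already widespread without treatment. <i>Sod2</i> was found in 78.9% (76.4 to 81.2) of untreated β-like cells and 96.4% (95.2 to 97.3) of those treated with both cytokines. <i>Mt2</i> was found in 67.6% (64.8 to 70.3) and 96.4% (95.3 to 97.4), respectively, while its level rose from 230.1 to 1799 CPM (1778 to 1819.8). After thinning, the shares were 33.0% and 90.6% for <i>Sod2</i> and 35.2% and 92.6% for <i>Mt2</i>.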

For a few genes, however, including *Mt2* and *Sod2*, a similar percentage of cells expressed the transcript in both untreated and cytokine-treated samples (Fig 5B). 

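The shares of δ-like cells with a UMI rose from 0% to 90.6% (84.1 to 95.02) for <i>Cxcl10</i>, from 1.41% to 98.4% (94.4 to 99.8) for <i>Gbp2</i> and from 0% to 81.1% (73.2 to 87.5) for <i>Iigp1</i> between the untreated and the combined library. In α-like cells they rose from 1.22% to 73.9% (66.8 to 80.1), from 0% to 92.8% (88.0 to 96.1) and from 1.22% to 73.9% (66.8 to 80.1), respectively. <i>Sod2</i> went from 69.0% to 93.7% (88.0 to 97.2) in δ-like cells and from 72.0% to 93.9% (89.3 to 96.9) in α-like cells. <i>Mt2</i> went from 19.7% to 37.0% (28.6 to 46.0) and from 36.6% to 85.6% (79.6 to 90.3). In δ-like cells its level was 145 CPM without treatment and 222 CPM with both cytokines.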

Importantly, the patterns of gene expression were comparable in both δ- and α-cells (Fig 5C and D), suggesting that β-cells and non–β endocrine cells respond to initial cytokine exposure in a similar manner.

**Figure 5.**
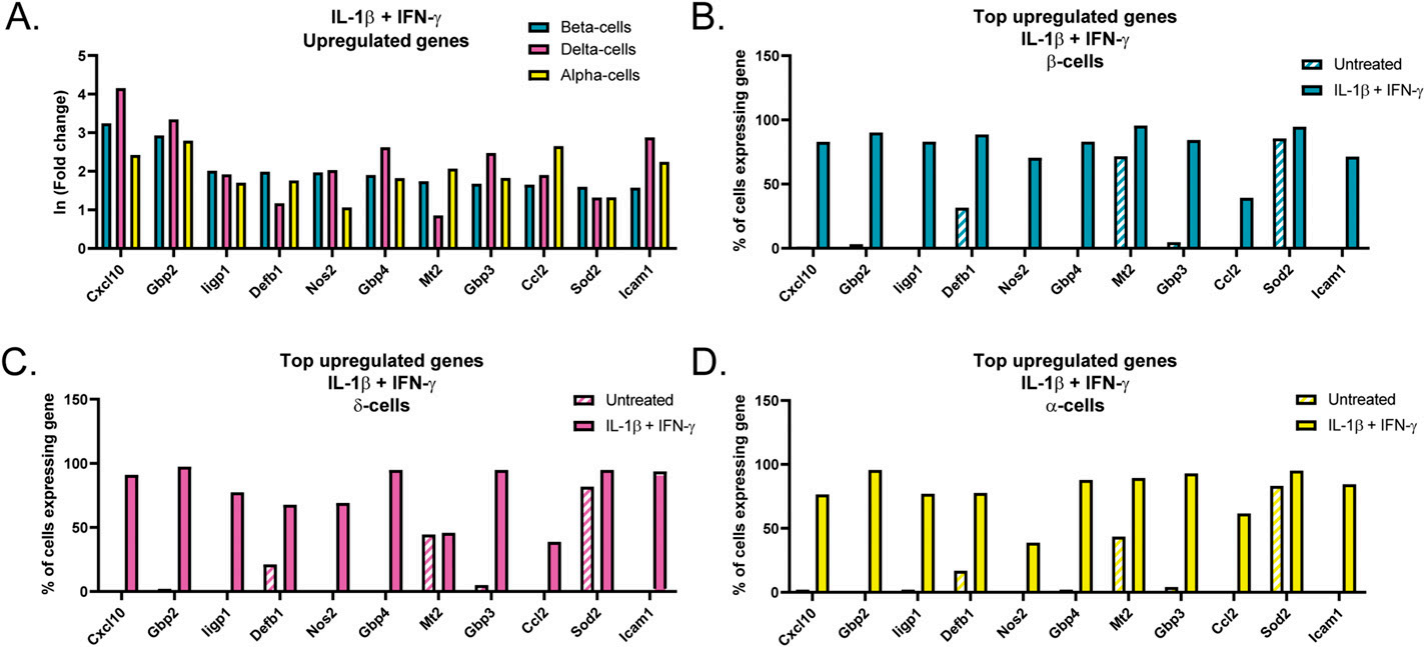
Top up-regulated genes in endocrine cells in response to IL-1β and IFN-γ. **(A)** Histogram showing ln (fold change) of selected genes in β-cells (turquoise bars), δ-cells (magenta bars), and α-cells (yellow bars) from Sample 4 compared with Sample 1. The top 11 genes induced in β-cells are shown. **(B, C, D)** Histograms showing the percent of β-cells (B), δ-cells (C), and α-cells (D) in the untreated sample (hatched bars) and in the sample treated with IL-1β + IFN-γ (solid bars) expressing transcripts of selected genes shown in (A).

### Cytokine-responsive genes in non–β-endocrine cells

Like our analysis of the β-cells (Fig 3), we performed differential expression analysis comparing the δ-, α-, and PP-cells in Samples 2, 3, and 4 to those in Sample 1 (Tables S5–S7). In contrast to the β-cells, in which 46% of genes were induced by IL-1β, (Fig 3A), only 25% and 32% of genes were induced by IL-1β in δ- and α-cells, respectively (Fig 6A and C). Accordingly, δ- and α-cells required stimulation by both cytokines to induce a greater percentage of cytokine-dependent genes than did β-cells (Fig 6A and C), suggesting that β-cells may be more sensitive to IL-1β stimulation than other islet endocrine cells. 

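From Table S5, the recount gave 25.0% of genes up with both cytokines as IL-1β–dependent in δ-cells, and Table S6 gave 32.3% in α-cells. These are counts of the authors' calls. The β-cell list of IL-1β–dependent genes was then measured in every class. Its median ln fold change with IL-1β was 0.55 in δ-like cells, where 56 of its genes passed 0.5, and 0.45 in α-like cells, where 38 did. In β-like cells 91 passed it. No random list out of 10000 with genes of similar level reached these medians. The list was chosen on β-cells, which alone favors a larger median there. The alternative that moved these medians most was a pseudocount of 0.1, at 1.36 in β-like, 1.08 in δ-like and 0.86 in α-like cells.

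**Figure D2:**
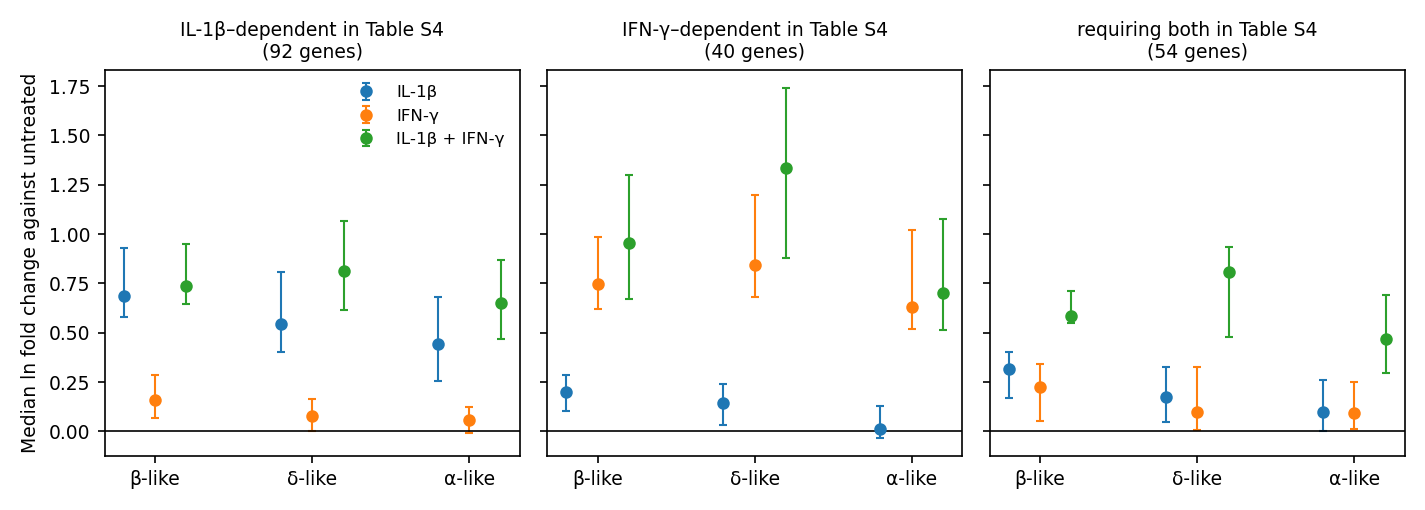
Median ln fold change against untreated cells (vertical axis) of the genes that Table S4 gives as IL-1β–dependent, IFN-γ–dependent or requiring both (panels), in β-like, δ-like and α-like cells. Colors are libraries and vertical lines span the 25th to the 75th percentile of the genes. For the IL-1β–dependent genes with IL-1β, the median is 0.55 in δ-like and 0.45 in α-like cells.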

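The group of Table S4 requiring both cytokines had a median ln fold change of 0.17 with IL-1β, 0.0992 with IFN-γ and 0.81 with both in δ-like cells. In α-like cells the medians were 0.0983, 0.0947 and 0.47. These medians were above those of 10000 random lists of like expression. For the 143 genes that Table S5 gives as requiring both in δ-cells, the medians in δ-like cells were 0.30, 0.0975 and 0.70 in the same order. For the 89 such genes of Table S6 in α-like cells, they were 0.31, 0.0940 and 0.61. The genes of Tables S5 and S6 were chosen against the same untreated cells, which favors higher medians with the single cytokines. They were also chosen for not being called up with either cytokine alone, which favors lower ones. The net effect was not tested. The paper reasons from the larger group that needed both cytokines in these cells and proposes that β-cells may be more sensitive to IL-1β than the other endocrine cells. The classes differed in number of cells, with 1185 β-like, 195 δ-like and 339 α-like cells with IL-1β, which bears on how many genes a test over cells can call.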

In support of this conclusion, 35% and 38% of the genes that were significantly induced by IL-1β alone in β-cells required both IL-1β and IFN-γ for induction in δ- and α-cells, respectively. 

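A recount of the tables gave 34.8% for δ-cells and 38.0% for α-cells, over the 92 IL-1β–dependent genes of Table S4. Measured here, 91 of the 92 genes were above 0 with IL-1β alone in δ-like cells and 88 in α-like cells.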

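In δ- and α-like cells, as in β-like cells above, <i>Defb1</i>, <i>Sod2</i> and <i>Icam1</i> were compared with <i>Irf1</i> under each single cytokine. With IL-1β, <i>Defb1</i> rose 6.13-fold (4.16 to 9.38) in δ-like and 21.4-fold (12.9 to 38.3) in α-like cells and <i>Sod2</i> 3.84-fold (3.12 to 4.76) in δ-like and 6.15-fold (5.07 to 7.52) in α-like cells. <i>Icam1</i> rose 83.3-fold (28.3 to 405) in δ-like cells with IL-1β, from 3 UMIs, and at least 55.0-fold in α-like cells, where none was counted without treatment. With IFN-γ alone, <i>Defb1</i> changed 0.921-fold (0.580 to 1.496) in δ-like and 2.54-fold (1.47 to 4.71) in α-like cells and <i>Sod2</i> 1.00-fold (0.792 to 1.27) in δ-like and 0.946-fold (0.757 to 1.19) in α-like cells. <i>Irf1</i> rose 6.01-fold (4.20 to 8.89) in δ-like and 6.77-fold (4.79 to 9.86) in α-like cells with IFN-γ and 1.05-fold (0.677 to 1.67) in δ-like and 1.54-fold (1.06 to 2.32) in α-like cells with IL-1β.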

*Defb1*, *Sod2*, and *Icam1* are induced in response to IL-1β, whereas *Irf1* is dependent on IFN-γ in all three cell types (Figs 3C–E and 6B and D–F). There are some genes, such as *Cxcl10*, which are induced by IFN-γ alone in β-cells but required stimulation by both cytokines in δ- and α-cells (Figs 3C–E and 6B and D–F). In addition, *Cd40* and *Rsad2* are induced by both cytokines in β- and δ-cells but are not significantly induced in α-cells (Figs 3C–E and 6B and D–F). 

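With IFN-γ alone, <i>Cxcl10</i> was found in 5.70% (2.88 to 9.97) of δ-like cells and 6.91% (4.33 to 10.4) of α-like cells, and with IL-1β alone in 11.3% (7.21 to 16.6) and 7.37% (4.83 to 10.7). In untreated cells it was found in 0 of 71 δ-like and 1 of 82 α-like cells. Levels with IFN-γ were 38.0 CPM (28.8 to 49.2) and 51.4 CPM (42.9 to 61.1). The untreated level of α-like cells was 56.4 CPM (42.0 to 74.2), from 51 UMIs of that 1 cell, so that no rise in level with IFN-γ was seen in this class. With both cytokines they were 7042 CPM (6870.1 to 7216) and 1741 CPM (1677 to 1806), or 185-fold (143 to 245) and 33.9-fold (28.4 to 40.7) above IFN-γ alone.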

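With both cytokines, <i>Cd40</i> was found in 46.5% (37.6 to 55.5) of δ-like cells and 13.3% (8.73 to 19.2) of α-like cells. Its levels were 130.0 CPM (108 to 156) and 21.4 CPM (14.9 to 29.8), from 0 and 1 UMIs in untreated cells of these classes. <i>Rsad2</i> was found in 35.4% (27.2 to 44.4) and 20.6% (14.9 to 27.2), at 143 CPM (119.6 to 170.0) and 42.8 CPM (33.4 to 54.1). In untreated cells, 3 <i>Rsad2</i> UMIs were counted in δ-like cells and 15 in α-like cells. On the paper's scale, the ln fold changes in α-like cells were 0.16 (0.11 to 0.22) for <i>Cd40</i> and 0.22 (0.13 to 0.31) for <i>Rsad2</i>, below its threshold of 0.5.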

In accordance with our scRNA-seq data, αTC1 cells treated with IL-1β and IFN-γ for 6 h have increased mRNA accumulation of *Icam1*, *Cxcl10*, and *Gbp5* in a nitric oxide–independent manner (Fig S5C–E). 

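In the islet libraries, <i>Ptgs2</i> UMIs were few. In β-like cells 1 was counted without treatment, 32 with IL-1β, 4 with IFN-γ and 19 with both. In δ-like cells the level was 26.6 CPM (18.1 to 37.7) with IL-1β and 15.4 CPM (8.43 to 25.9) with both, with no UMI in untreated cells. In α-like cells it was 2.47 CPM (0.908 to 5.38) and 4.90 CPM (2.11 to 9.65), respectively. It was abundant in mesenchymal-like cells, where 18 of 36 cells had a UMI with IL-1β.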

Although not detected by scRNA-seq, *Ptgs2* mRNA levels (encoding cyclooxygenase 2 or Cox2) were increased by 6-h IL-1β exposure in αTC1 cells, further suggesting the induction of NF-κB driven gene expression in non-β endocrine cells in response to cytokines (Fig S5B). In general, the expression of fewer genes was increased in PP-cells in response to IL-1β when compared to the other islet endocrine cells, but *Cxcl10*, *Icam1*, *Defb1*, and *Gbp5* expression levels were increased after stimulation by both cytokines (Fig S6A–C).

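In PP-like cells, both cytokines raised <i>Cxcl10</i> to 2971 CPM (2804 to 3145), <i>Icam1</i> to 729.6 CPM (648 to 818) and <i>Gbp5</i> to 285 CPM (235 to 342), from no UMI of these genes in 27 untreated cells. <i>Defb1</i> rose from 8.16 to 565 CPM (493 to 643). Cells with a UMI were 31 of 40 for <i>Cxcl10</i>, 32 of 40 for <i>Icam1</i>, 31 of 40 for <i>Defb1</i> and 30 of 40 for <i>Gbp5</i>. So few PP-like cells remained with IL-1β alone that a comparison of that library with others is not made.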

**Figure 6.**
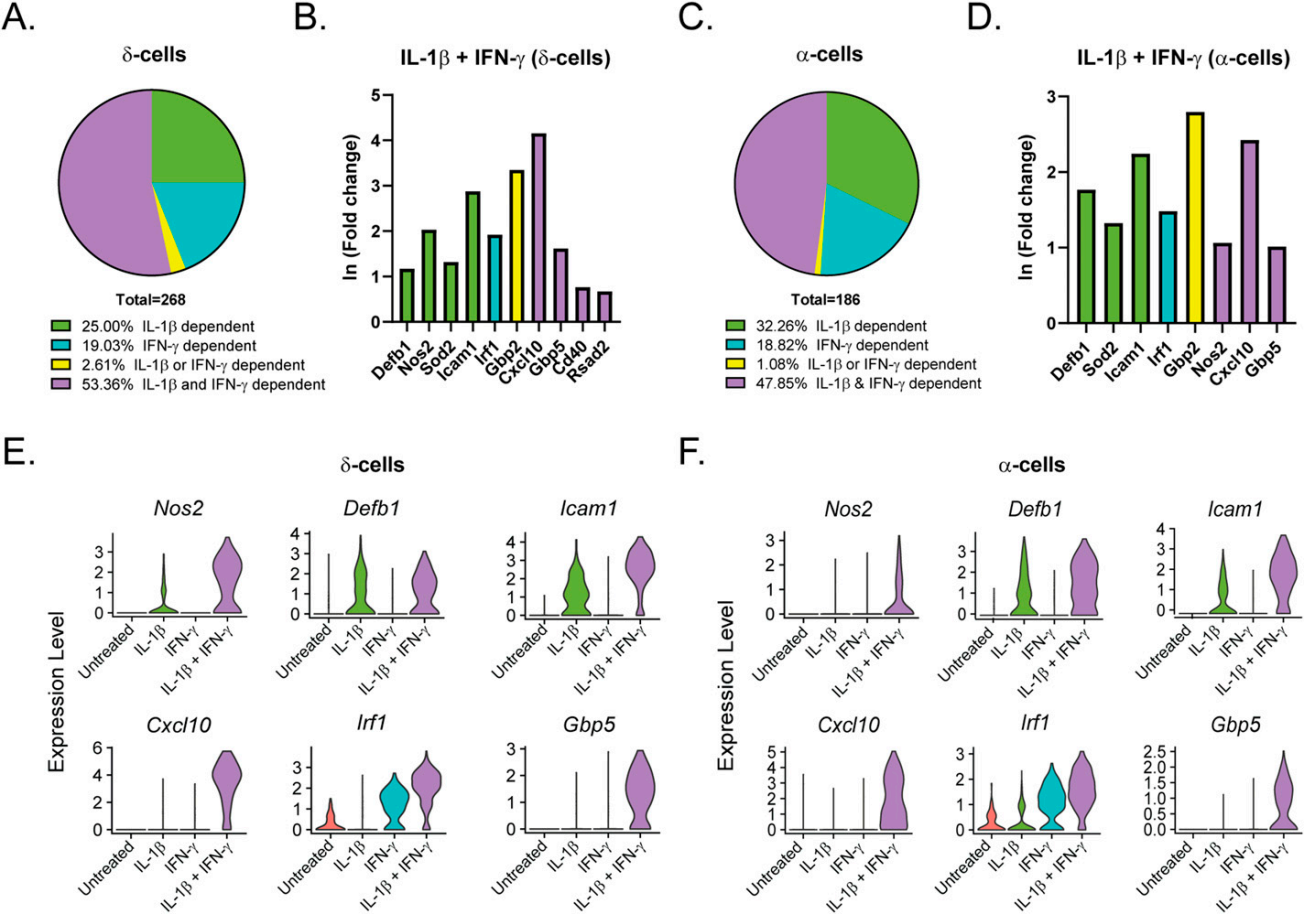
Cytokine-responsive genes in δ- and α-cells. **(A, C)** Genes significantly up-regulated in δ- and α-cells treated with IL-1β + IFN-γ (S4) were compared with genes significantly up-regulated in δ- and α-cells with IL-1β (S2) or with IFN-γ (S3). Pie charts show the percentage of up-regulated genes in S4 δ-cells (A) and α-cells (C) that are IL-1β–dependent (also up-regulated in S2), IFN-γ–dependent (also up-regulated in S3), IL-1β– or IFN-γ–dependent (up-regulated in S2, S3, and S4), or IL-1β– and IFN-γ–dependent (only up-regulated in S4). **(B, D)** ln (fold change) of selected representative genes in the categories shown in (A) and (C) in S4 δ-cells (B) and S4 α-cells (D). Green bars: IL-1β–dependent. Teal bars: IFN-γ–dependent. Yellow bars: IL-1β– or IFN-γ–dependent. Purple bars: IL-1β– and IFN-γ–dependent. **(E, F)** Violin plots showing the expression levels of selected genes in δ-cells (E) and α-cells (F) from each of the four samples.

These data suggest that although many of the same genes are induced in all islet endocrine cells in response to cytokines, β-cells may be more sensitive to stimulation by individual cytokines than are δ-, α-, and PP-cells.

### Repression of endocrine cell identity genes in an IL-1β–dependent manner

Others have reported repression of β-cell identity factors, including *Pdx1*, *Mafa*, and *Slc2a2*, in response to prolonged IL-1β treatment (of at least 24 h) (Cardozo et al, 2001a; Nordmann et al, 2017). Therefore, we were surprised to observe repression of these and other β-cell identity factors (*Ucn3*, *Nkx6-1*, and *Hadh*) after only 6 h of treatment (Fig 7A and E). 

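In β-like cells, <i>Mafa</i> (ENSMUSG00000047591, chromosome 15, 75745490 to 75748228) fell from 621 CPM without treatment to 70.1 CPM with IL-1β and 52.8 CPM (49.2 to 56.5) with both. <i>Slc2a2</i> (ENSMUSG00000027690, chromosome 3, 28697903 to 28731359) fell from 138 to 13.9 and 10.2 CPM, and <i>Pdx1</i> (ENSMUSG00000029644, chromosome 5, 147269959 to 147275848) from 141 to 48.1 and 32.4 CPM. <i>Ucn3</i> fell from 167 to 30.9 and 38.1 CPM, <i>Nkx6-1</i> from 224 to 129 and 95.4 CPM, and <i>Hadh</i> from 319 to 121 and 94.6 CPM. The ln fold changes with both cytokines ran from −0.49 for <i>Nkx6-1</i> to −1.50 for <i>Mafa</i>, with a median over the 6 genes of −0.69. This median moved most with a pseudocount of 0.1, at −1.27. Hormone genes took 47.1% of the UMIs of untreated β-like cells and 37.8% with both cytokines. With these genes left out of the totals, the median was −0.96.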

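With IFN-γ alone, the median ln fold change of the 6 identity genes in β-like cells was −0.16, against −0.64 with IL-1β. All 6 were below 0 with IFN-γ, by more than counting error. Each of the medians, with both cytokines too, was lower than those of all 10000 random lists of genes of similar level. <i>Mafa</i> had the largest decrease, at −0.28 (−0.31 to −0.26), followed by <i>Slc2a2</i> at −0.24 (−0.27 to −0.21) and <i>Pdx1</i> at −0.19 (−0.22 to −0.16). <i>Hadh</i> had the smallest, at −0.0525 (−0.0793 to −0.0257), which became 0.00947 when cells were thinned. In counts, <i>Mafa</i> was at 452 CPM (441 to 463) and <i>Slc2a2</i> at 87.3 CPM (82.6 to 92.3) with IFN-γ. None of the 6 passed −0.5 with this cytokine. The median with IFN-γ was −0.33 when hormone genes were left out of the totals.

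**Figure D3:**
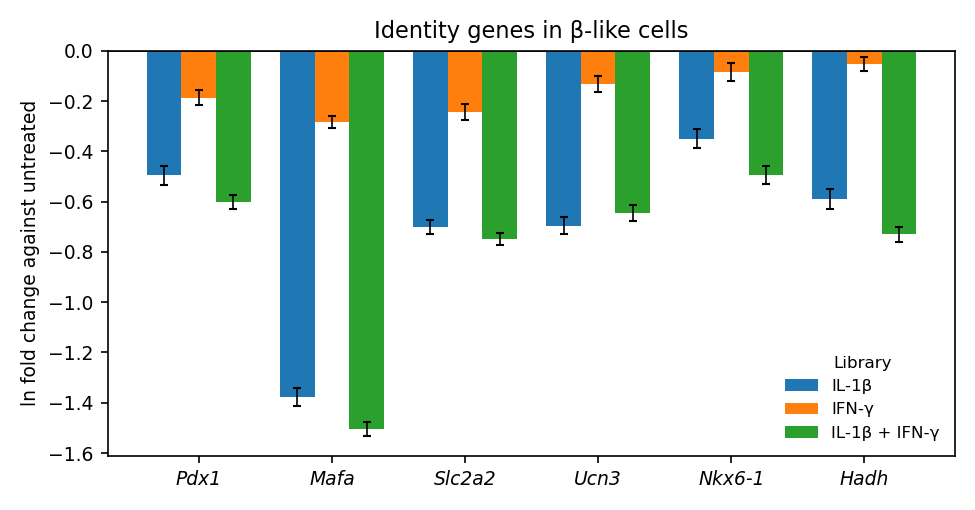
Change of the 6 identity genes in β-like cells against untreated cells (vertical axis, ln fold change), for IL-1β, IFN-γ and both. Bars are 1 library each and error bars are 95% intervals from Poisson draws, which cover counting error only. With IL-1β, Mafa is at −1.38.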

Repression is IL-1β–dependent, as it was observed only in Samples 2 (IL-1β alone) and 4 (IL-1β + IFN-γ), but not in Sample 3 (IFN-γ alone) (Fig 7A and E). *Pdx1*, *Mafa*, and *Nkx6-1* are transcription factors that maintain β-cell identity and promote insulin transcription and secretion (Matsuoka et al, 2004; Henseleit et al, 2005; Gao et al, 2014); *Ucn3* encodes a maturation factor (Blum et al, 2012); *Slc2a2* encodes the glucose transporter Glut2 that has a glucose sensing function in β-cells (Guillam et al, 1997); and *Hadh* encodes an enzyme that participates in β-oxidation of fatty acids (Hardy et al, 2007). Repression of identity factors did not coincide with increased expression of β-cell disallowed genes, such as *Ldha* (lactate dehydrogenase A), *Slc16a1* (monocarboxylate transporter 1), and *Hk1* (hexokinase) (Fig S7A) nor with genes associated with dedifferentiation, such as *Gast* (gastrin), *Neurog3*, and *Aldh1a3* (Fig S7B) (Talchai et al, 2012; Kim-Muller et al, 2016; Dahan et al, 2017). Furthermore, we observed repression of δ-cell identity factor *Hhex*, which promotes δ-cell specification and somatostatin transcription, in an IL-1β–dependent manner (Zhang et al, 2014) (Fig 7B and E). 

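<i>Ldha</i> was at 3.23 CPM in untreated β-like cells and 15.8 CPM (13.4 to 18.4) with IL-1β, and at 5.35 and 6.63 CPM with IFN-γ and with both. On the ln scale its largest change was 0.12. <i>Slc16a1</i> and <i>Hk1</i> rested on 3 and 3 UMIs without treatment, 17 and 2 with IL-1β, 2 and 2 with IFN-γ, and 4 and 5 with both. The ratio of <i>Slc16a1</i> with IL-1β to untreated was 11.2, with a wide interval of 3.23 to 59.4. <i>Neurog3</i> fell from 48 UMIs without treatment to 3 with IL-1β and 1 with both. <i>Gast</i> and <i>Aldh1a3</i> had at most 16 and 26 UMIs in any library.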

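<i>Hhex</i> (ENSMUSG00000024986, chromosome 19, 37434810 to 37440731) was at 257 CPM (219 to 299.8) in untreated δ-like cells, 111 CPM (92.3 to 131) with IL-1β, 246 CPM (222 to 272) with IFN-γ and 57.3 CPM (42.8 to 75.1) with both. The ln fold change was −0.48 (−0.63 to −0.33) with IL-1β, −0.0179 (−0.16 to 0.12) with IFN-γ and −0.78 (−0.94 to −0.62) with both. The interval with IFN-γ included 0.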

Repression of α-cell identity factor *Arx*, which promotes α-cell specification and maturity (Wilcox et al, 2013), did not achieve statistical significance, but is observed when evaluated by both scRNA-seq and qRT-PCR (Fig 7C and E). 

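Between the untreated and the combined library, the share of β-like cells with a UMI fell from 88.9% (86.9 to 90.7) to 37.8% (35.1 to 40.5) for <i>Mafa</i>, from 72.6% (69.9 to 75.1) to 10.7% (9.02 to 12.51) for <i>Slc2a2</i>, from 86.2% (84.1 to 88.1) to 30.2% (27.7 to 32.8) for <i>Pdx1</i> and from 96.5% (95.3 to 97.5) to 59.7% (56.9 to 62.4) for <i>Hadh</i>. Untreated cells were deeper, so thinned shares were compared too. They fell from 69.3% to 17.6% for <i>Mafa</i>, from 37.5% to 4.34% for <i>Slc2a2</i> and from 68.9% to 29.3% for <i>Hadh</i>. As a background, <i>Mafa</i> was found in 7.41% (0.910 to 24.3) and <i>Slc2a2</i> in 11.1% (2.35 to 29.2) of untreated macrophage-like cells, with a median depth of 11584 UMIs against 17335 in untreated β-like cells. The share of δ-like cells with <i>Hhex</i> fell from 77.5% (66.0 to 86.5) to 27.6% (20.0 to 36.2), or from 59.4% to 19.3% after thinning.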

Not only was the expression level of each factor reduced, but the percentage of cells with detectable levels of the gene was also dramatically reduced by cytokines (Fig 7D). Importantly, repression of these factors was not affected by addition of NMMA (Fig 7E). These data suggest that IL-1β represses not only β-cell identity factors, but also δ- and α-cell identity factors in a nitric oxide–independent manner.

**Figure 7.**
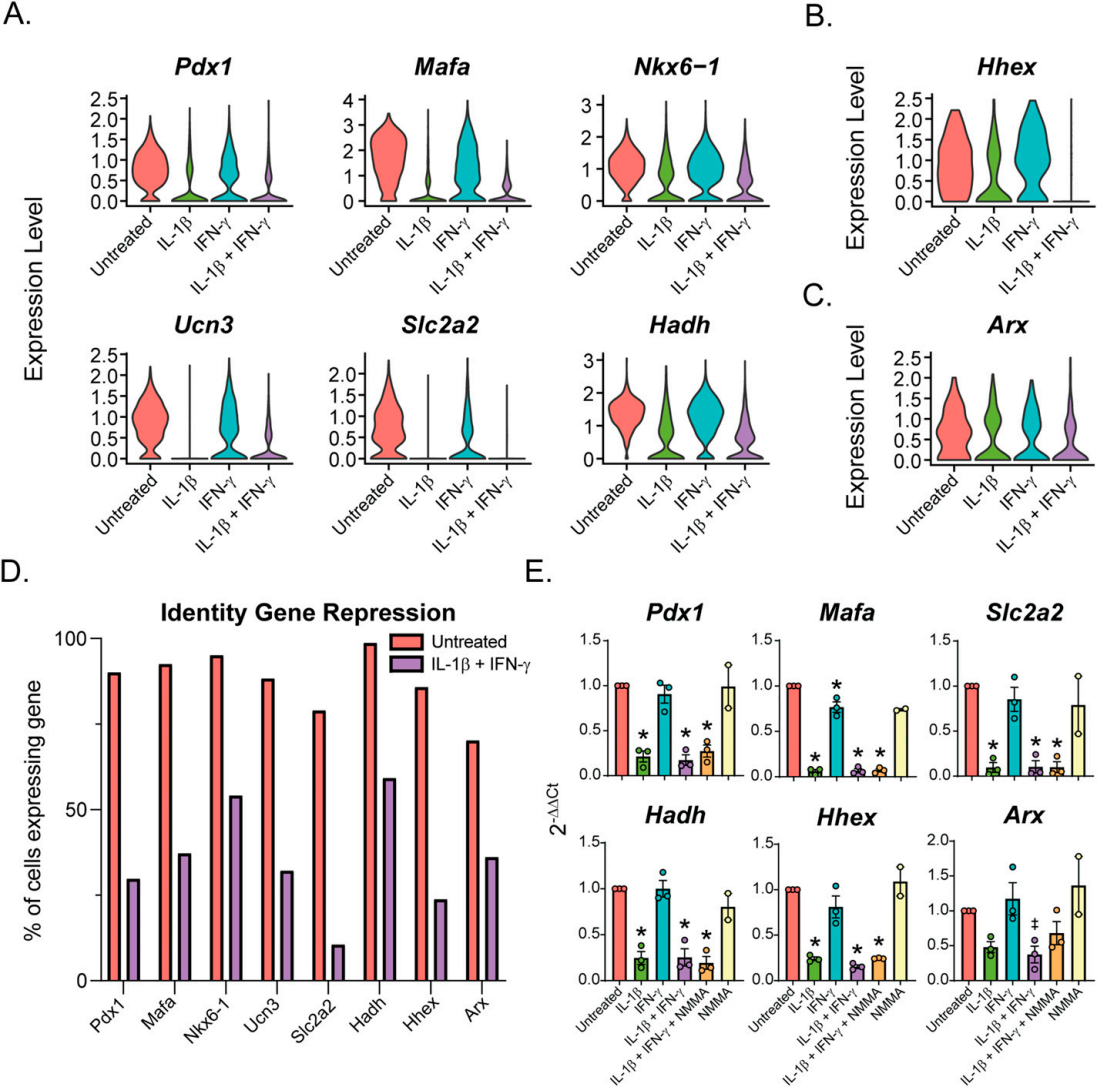
IL-1β represses endocrine cell identity genes. **(A, B, C)** Violin plots showing the expression level of selected identity genes in β-cells (A), δ-cells (B), and α-cells (C) from each of the four samples. **(D)** Histogram showing the percent of untreated cells and cells treated with IL-1β + IFN-γ expressing detectable transcripts of selected genes. **(E)** Expression of selected genes (compared with *Gapdh* levels) determined by qRT-PCR using mouse islets treated with the indicated treatments for 6 h. Concentrations are as follows: 10 U/ml IL-1β, 150 U/ml IFN-γ, and 2 mM NMMA. Error bars represent SEM. qRT-PCR results are from three independent experiments with statistical significance indicated. *P < 0.05, ^‡^*P* = 0.05 (versus untreated).

**Figure S7.**
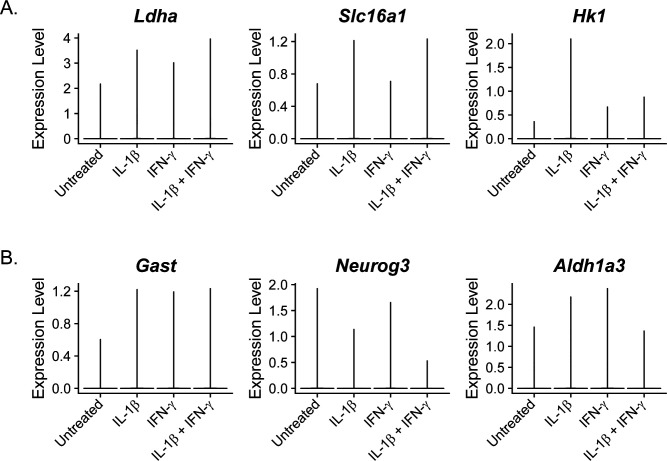
Expression of genes associated with dedifferentiation in β-cells. **(A, B)** Violin plots showing the expression level of disallowed genes (A) and of dedifferentiation genes (B) in β-cells in each of the four samples.

### Islet stress is negatively correlated with “cytokine responsiveness”

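β-like cells of the combined library without a <i>Nos2</i> UMI numbered 358, with a median depth of 10579 UMIs, and those with one numbered 907, with a median of 12734. A missing UMI can reflect depth as well as a lack of transcript.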

Whereas most β-cells treated with IL-1β and IFN-γ (Sample 4) expressed *Nos2* (71%), nearly one third (29%) failed to increase *Nos2* expression. We and others have shown that islet stress such as heat shock or ER stress attenuates the ability of cytokines to stimulate iNOS expression in β-cells (Bellmann et al, 1995; Scarim et al, 1998; Burkart et al, 2000; Weber et al, 2004b). Islet stress, as identified by increased expression of heat shock protein (Hsp)70, is associated with inhibition of signaling such that IL-1–induced NF-κB activation and MAPK signaling, and IFN-γ–stimulated STAT phosphorylation, are attenuated (Bellmann et al, 1995, Scarim et al, 1998; Weber et al, 2003, 2004a, 2004b). Indeed, comparison of the expression patterns of *Nos2* and *Hspa1a*, encoding a subunit of Hsp70, suggested a negative correlation between the two genes in β-cell clusters: cells expressing high levels of *Hspa1a* do not express *Nos2* in response to IL-1β and IFN-γ (Figs 8A and B and S8A). These cytokine nonresponsive cells appeared to correlate by UMAP visualization to β-cell Cluster 2, which was enriched in genes encoding ribosomal proteins and chaperones (Fig 2F). Indeed, differential expression analysis using *Nos2*-expressing versus non-expressing β-cells in Sample 4 revealed significant enrichment of genes encoding heat shock proteins including *Hspa1a*, *Hspa1b*, *Dnajc24*, and *Dnajc3* (Fig 8E and Table S8).

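β-like cells of the combined library were divided by their <i>Hspa1a</i> UMIs per 10000. Of 663 cells with no <i>Hspa1a</i> UMI, 72.1% (68.5 to 75.5) had a <i>Nos2</i> UMI. The share was 76.95% (71.3 to 82.0) in 256 cells with up to 2 per 10000, 80.1% (73.6 to 85.6) in 186 cells above 2 and up to 5, and 66.3% (55.1 to 76.3) in 83 cells above 5 and up to 10. Above 10 per 10000 it was 36.4% (25.7 to 48.1) of 77 cells. This limit was chosen here, and of 40 cells close to it 62.5% (45.8 to 77.3) had one. Up to 5 per 10000 the share was no lower than in cells without <i>Hspa1a</i>, and the interval from 5 to 10 overlapped theirs. The level of <i>Nos2</i> was 253 CPM (221 to 289) above 10 per 10000 and 663 CPM (650.0 to 676) at or below it. Median depths of these groups were 11800 and 12192 UMIs. After thinning, which left out 4 and 17 cells, the shares were 28.8% and 62.8%.

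**Figure D4:**
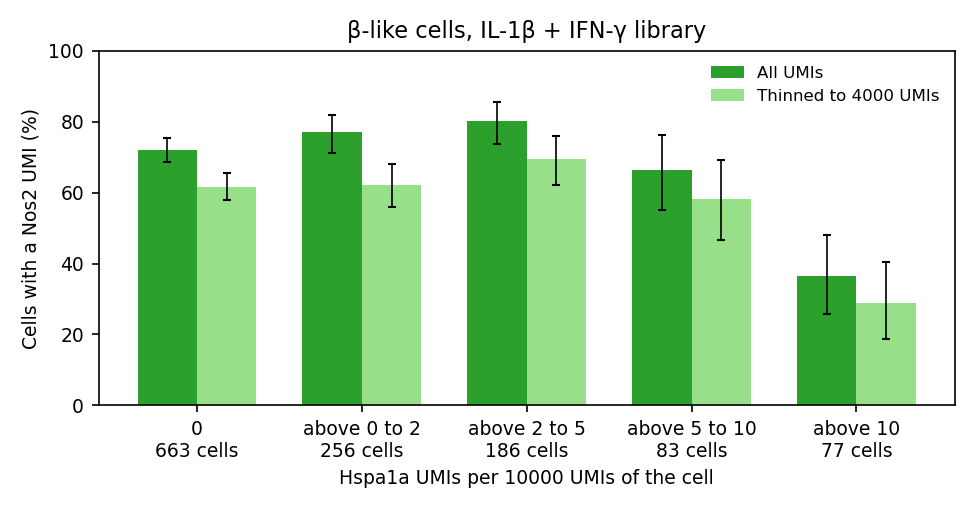
Share of β-like cells of the combined library with at least 1 Nos2 UMI (vertical axis, %), by Hspa1a UMIs per 10000 (horizontal axis), from all UMIs and after thinning to 4000 UMIs. Error bars are exact binomial 95% intervals, which cover counting error only. Above 10 per 10000 the share is 36.4% from all UMIs.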

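In the combined library, 19.0% (13.4 to 25.8) of the 168 cells of cluster c04 had a <i>Nos2</i> UMI, against 79.8% (77.3 to 82.1) of other β-like cells. With IL-1β alone these shares were 2.67% (0.985 to 5.71) and 34.2% (31.2 to 37.3). Each of the clusters c00 to c03, which hold most other β-like cells, had at least 97.0% of its cells from 1 library. Differences between the libraries thus shaped the clusters, and the low <i>Nos2</i> share of c04 is not independent of how it was made. Of the cells above 10 <i>Hspa1a</i> UMIs per 10000, 43 lay in c04, or 55.8%. Only 50.6% (42.8 to 58.4) of c04 cells had an <i>Hspa1a</i> UMI at all, so that this cluster and high <i>Hspa1a</i> were not the same group. In other β-like cells of this library the share was 47.1% (44.1 to 50.1), against 8.22% in the untreated library.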

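Heat shock genes were compared between β-like cells of the combined library without and with a <i>Nos2</i> UMI. <i>Hspa1a</i> was at 559 CPM (536 to 583) against 168 CPM (160.5 to 175), <i>Hspa1b</i> at 308 CPM (291 to 326) against 92.6 CPM (87.2 to 98.3) and <i>Dnajc24</i> at 43.3 CPM (37.0 to 50.4) against 30.9 CPM (27.8 to 34.3). <i>Dnajc3</i> was at 302 CPM (285 to 320.2) against 262 CPM (253 to 272). The mean of <i>Hspa1a</i> per 10000 UMIs was 3.50 times higher without <i>Nos2</i>. This ratio moved most, of the alternatives set beforehand, with thinning, at 2.62. The share of cells with an <i>Hspa1a</i> UMI was 48.3% without <i>Nos2</i> and 47.3% with it, at median depths of 10579 and 12734 UMIs. With cells thinned to 1 depth, the shares were 37.5% (32.4 to 42.9) and 30.6% (27.6 to 33.7).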

Table S8 Differential expression analysis of cytokine-responsive (expressing *Nos2* in response to IL-1β + IFN-γ) versus nonresponsive (not expressing *Nos2* in response to IL-1β + IFN-γ) β-cells.

**Figure 8.**
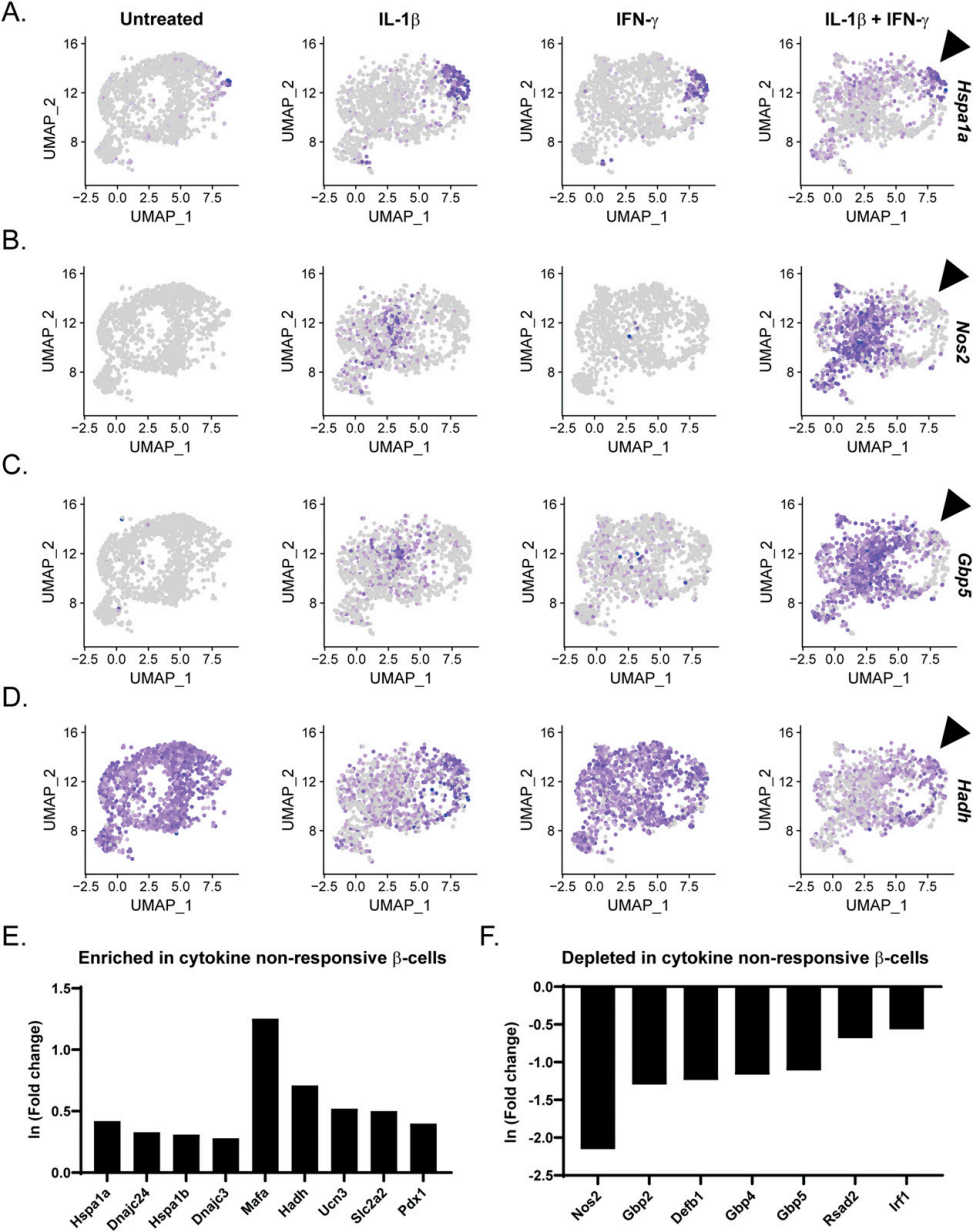
Heat shock protein gene expression is negatively correlated with *Nos2* expression and identity gene repression. **(A, B, C, D)** Uniform Manifold Approximation and Projection plots segregated by sample and colored to indicate expression level of *Hspa1a* (A), *Nos2* (B), *Gbp5* (C), and *Hadh* (D) in β-cell clusters. Arrowhead points out the population of cells with high expression of *Hspa1a* that fails to induce *Nos2* and *Gbp5* or to repress *Hadh* in response to IL-1β and IFN-γ. Panel (A) is repeated in Fig S8A. **(E, F)** Differential expression analysis comparing cytokine-responsive (*Nos2*-expressing) and nonresponsive (*Nos2* non-expressing) β-cells treated with IL-1β and IFN-γ. Histograms show the expression level (ln (fold change)) of selected genes that are significantly up-regulated (E) or down-regulated (F) in cytokine nonresponsive β-cells.

**Figure S8.**
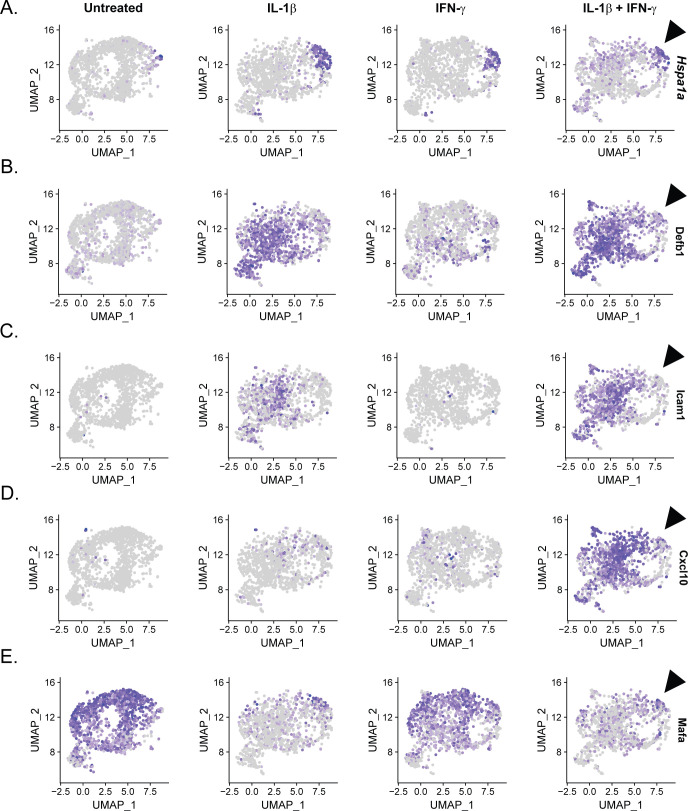
Additional genes with negative correlations with *Hspa1a* expression. **(A, B, C, D, E)** Uniform Manifold Approximation and Projection plots segregated by sample and colored to indicate expression level of *Hspa1a* (A), *Defb1* (B), *Icam1* (C) *Cxcl10* (D), and *Mafa* (A) in β-cell clusters. Arrowhead points out the population of cells with high expression of *Hspa1a* in Sample 4. Panel (A) is repeated in Fig 8A.

In addition to the negative correlation between *Nos2* and heat shock gene expression, cells expressing high levels of *Hspa1a* also did not express antiviral genes, including *Gbp5*, *Gbp2*, *Gbp4*, *Defb1*, *Rsad2*, and *Irf1* in response to cytokine treatment (Figs 8C and F and S8A and B). 

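The antiviral genes were measured in β-like cells of the combined library above 10 <i>Hspa1a</i> UMIs per 10000 and in those at or below it. <i>Gbp5</i> was found in 46.8% (35.3 to 58.5) against 87.7% (85.7 to 89.5), <i>Gbp2</i> in 53.2% (41.5 to 64.7) against 94.1% (92.6 to 95.4) and <i>Gbp4</i> in 51.9% (40.3 to 63.5) against 86.6% (84.5 to 88.5). <i>Defb1</i> was found in 71.4% (60.0 to 81.2) against 91.4% (89.7 to 92.9), <i>Rsad2</i> in 13.0% (6.41 to 22.6) against 38.2% (35.4 to 41.0) and <i>Irf1</i> in 74.0% (62.8 to 83.4) against 88.7% (86.8 to 90.5). After thinning, the shares were 37.0% against 62.6% for <i>Gbp5</i>, 4.11% against 22.3% for <i>Rsad2</i> and 53.4% against 65.1% for <i>Irf1</i>. <i>Irf1</i> differed least, with intervals that overlapped after thinning.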

Other cytokine-induced genes follow a similar pattern of expression in cells expressing high levels of *Hspa1a*, including *Icam1* and *Cxcl10* (Fig S8A, C, and D). 

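<i>Icam1</i> was at 165 CPM (139.6 to 195) above 10 <i>Hspa1a</i> UMIs per 10000 and 409.8 CPM (399 to 420.2) at or below it, in β-like cells of the combined library. <i>Cxcl10</i> was at 1593 CPM (1510.4 to 1679) and 2748 CPM (2721 to 2775), respectively. A <i>Cxcl10</i> UMI was still found in 63.6% (51.9 to 74.3) of the cells with high <i>Hspa1a</i>, and an <i>Icam1</i> UMI in 40.3% (29.2 to 52.1).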

Finally, β-cells with no or low expression of *Hspa1a* had reduced expression of identity gene *Hadh* in response to IL-1β treatment, whereas cells with high expression of *Hspa1a* maintained *Hadh* expression (Fig 8A and D). 

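In the combined library, <i>Hadh</i> was at 191 CPM (163 to 222) in β-like cells above 10 <i>Hspa1a</i> UMIs per 10000 and 88.9 CPM (84.1 to 93.8) at or below it. The thinned shares were 46.6% and 28.3%. With IL-1β alone, <i>Hadh</i> was at 304 CPM in cluster c04 and 90.5 CPM in other β-like cells. In untreated cells the order was the opposite, at 234 CPM (206 to 265) in c04 and 324 CPM (315 to 332) outside it.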

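<i>Mafa</i> was at 121 CPM (99.02 to 146) in β-like cells of the combined library with high <i>Hspa1a</i>, and 48.7 CPM (45.2 to 52.4) in the rest. Its level in cluster c04 was 167 CPM without treatment and 109 CPM with both cytokines, while in other β-like cells it fell from 647 to 46.6 CPM.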

A similar pattern of expression was observed between *Hspa1a* and *Mafa* (Fig S8A and E). In accordance, differential expression analysis revealed that cells failing to increase *Nos2* had significantly higher expression of identity genes, including *Mafa*, *Hadh*, *Ucn3*, *Slc2a2*, and *Pdx1* in response to cytokine treatment (Fig 8E). These observations suggest that activation of the heat shock response (or stress response) not only prevents cytokine-induced *Nos2* expression, but also prevents other aspects of cytokine signaling, including induction of antiviral genes and identity gene repression.

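Between β-like cells of the combined library without and with a <i>Nos2</i> UMI, <i>Mafa</i> was at 83.7 CPM (74.8 to 93.4) against 42.6 CPM (39.0 to 46.5), <i>Hadh</i> at 159 CPM (146 to 172) against 73.6 CPM (68.8 to 78.7) and <i>Ucn3</i> at 56.1 CPM (48.8 to 64.1) against 32.2 CPM (29.0 to 35.6). <i>Slc2a2</i> was at 12.52 CPM (9.23 to 16.6) against 9.48 CPM (7.80 to 11.4) and <i>Pdx1</i> at 38.6 CPM (32.6 to 45.3) against 30.4 CPM (27.3 to 33.7). The intervals of <i>Slc2a2</i> and <i>Pdx1</i> overlapped between the groups, while the ratios without over with <i>Nos2</i> were 1.32 (0.921 to 1.87) and 1.27 (1.04 to 1.54). From the lower induction of <i>Nos2</i> and antiviral genes and the higher identity genes in cells with heat shock transcripts, the paper proposes that a stress response blocks several parts of cytokine signaling.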

## Discussion

Autoimmune, or type 1 diabetes, is characterized by selective destruction of insulin-producing pancreatic β-cells that is preceded by an inflammatory reaction in and around the islets of Langerhans (Gepts, 1965; Like et al, 1985; Wicker et al, 1986; Bergman & Haskins, 1997). T lymphocytes and macrophages that infiltrate the islet participate in this inflammatory reaction, releasing cytokines such as IFN-γ and IL-1β (Wright et al, 1988; Wright & Lacy, 1989). IL-1β is known to inhibit β-cell function and cause islet damage in a nitric oxide–dependent manner (Mandrup-Poulsen et al, 1985; Bendtzen et al, 1986). Nitric oxide is produced by β-cells after IL-1–induced iNOS expression and attenuates insulin secretion by inhibiting oxidative metabolism and decreasing ATP levels in β-cells (Corbett et al, 1993; Corbett & McDaniel, 1995).

Over the years, studies have partially elucidated how cytokines and nitric oxide affect islet or β-cell gene expression (Cardozo et al, 2001a, 2001b; Hughes et al, 2011; Meares et al, 2013). However, these have been limited by the use of intact islets, which represents a heterogeneous cell population, or purified β-cells, which ignores the potential influences of population heterogeneity. In addition, few studies have explored the effects of cytokines on islet non-β-cells. Finally, many previous studies were performed after prolonged treatment periods (24 h or greater), which miss immediate or early effects of cytokines and may be confounded by secondary and tertiary changes due to the actions of the cytokines. Here, we chose a short treatment period of 6 h, or an early treatment, that allowed us to determine how islet cells initially respond to cytokine stimulation, and diminish the effects of secondary responses, such as nitric oxide, that may modify gene expression profiles (Corbett et al, 1992a).

The initial clustering analysis of our scRNA-seq data revealed 17 distinct clusters, delineating several different cell types, most of which were β-cells (Figs 1 and S1). The primary *Nos2*-expressing cluster, Cluster 7, was enriched for genes involved in the immune response, guanylate binding, antiviral defense, NF-κB signaling, and chemokine signaling, and primarily consisted of β-cells (Fig 1). When we computationally isolated and re-clustered only the β-cells (Clusters 0, 1, 4–8), two clusters were enriched for *Nos2* (Figs 2 and S3). One (β-cell Cluster 4) appeared to be primarily enriched for IL-1β–induced genes, whereas the other (β-cell Cluster 6) was enriched for IFN-γ–induced genes. Intriguingly, we also identified a cluster of β-cells with high expression of ribosomal proteins, heat shock proteins, and other chaperones. This cluster persisted across the samples, suggesting that these cells were stressed before cytokine exposure.

Although not obvious in our initial clustering analysis, we found that subpopulations of δ- and α-cells express *Nos2* mRNA (Fig 4) in response to cytokines. Like β-cells, δ-cells increased *Nos2* in response to IL-1β alone, but α-cells required both IL-1β and IFN-γ to significantly increase *Nos2*. These findings were unexpected, given that previous studies using rodent and human islets have suggested that β-cells are the primary endocrine cellular source of iNOS-derived nitric oxide in the islet (Corbett et al, 1992b; Corbett & McDaniel, 1995; Arnush et al, 1998). There are many potential reasons for this discrepancy that include species-dependent effects (rat or human versus mouse) and differences in cytokines used (IL-1β alone versus IL-1β and IFN-γ). However, the most likely reason for the differences is that most colocalization studies did not specifically focus on iNOS expression in α- or δ-cells but focused on iNOS expression in insulin-positive cells. Thus, iNOS expression in non–β-endocrine cells was likely missed or attributed to non-endocrine cells (macrophages or endothelial cells) known to express iNOS and to be present in islets. With these caveats in mind, our studies indicate that all endocrine cell types in islets are responsive to cytokines, including enhanced expression of iNOS. Whether or not iNOS induction results in nitric oxide production in these non–β-cells, and how nitric oxide affects δ- and α-cell function and survival in the context of cytokine exposure has yet to be determined.

The similarities in response to cytokines among β-, δ-, and α-cells do not end with *Nos2* induction. Our analysis revealed that the top up-regulated genes in β-cells in response to IL-1β and IFN-γ (Sample 4) are similarly induced in δ- and α-cells, both in fold change and in percentage of cells expressing the transcript (Fig 5). 

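Counted again in the authors' tables for both cytokines, 87 of the 100 genes with the largest ln fold changes in β-cells were also called up in δ-cells and 80 in α-cells. Counted as the overlap of the 100 largest changes of each cell type, 62 were shared with δ-cells and 65 with α-cells.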

In fact, of the top 100 genes induced in Sample 4 β-cells, 61 are also induced in δ-cells, and 66 are induced in α-cells. Similarities in the expression of genes that were repressed by cytokines were also observed. IL-1β has previously been shown to repress genes critical for maintaining β-cell function and identity, including *Pdx1*, *Mafa*, and *Slc2a2* (Cardozo et al, 2001a; Nordmann et al, 2017). However, these studies observe this repression after prolonged cytokine exposure of 24 h or longer (Cardozo et al, 2001a; Nordmann et al, 2017). We show a significant repression of these same genes after only 6 h of IL-1β treatment, suggesting that this is an immediate response to cytokine exposure rather than an indication of dedifferentiation after prolonged exposure (Fig 7). Furthermore, we found repression of genes that maintain δ- and α-cell identity, such as the transcription factors *Hhex* and *Arx*, in the δ- and α-cell populations, respectively (Fig 7). Like the repression of β-cell identity genes, repression of *Hhex* and *Arx* only occurs upon exposure to IL-1β, but not to IFN-γ alone. These exciting results suggest that: (1) IL-1β is a primary mediator of the decrease in expression of genes associated with endocrine cell identity; (2) this action is not modified by IFN-γ; and (3) the loss of identity is not unique to β-cells but occurs in all islet endocrine cells.

Although IFN-γ is a known activator of antiviral responses (Samuel, 2001), our analysis revealed that IL-1β induces several protective genes in islet endocrine cells, a role for this cytokine that is not well-characterized. *Defb1* (β-defensin 1) is an antimicrobial peptide (Semple & Dorin, 2012) and is robustly increased in β-, δ-, and α-cells in a IL-1β–dependent manner (Figs 3 and 6). Expression of this gene was confirmed by qRT-PCR analysis and is nitric oxide independent (Fig 3E). Guanylate-binding proteins are known to be IFN-regulated and have broad antiviral and antimicrobial activities (Anderson et al, 1999), but here, we found *Gbp2* to be regulated by either IL-1β or IFN-γ alone (Figs 3 and 6). In addition, *Gbp5* was significantly induced by IL-1β in islets by qRT-PCR analysis and was trending to be induced by IL-1β by scRNA-seq analysis in β-cells (Fig 3), but not in δ- or α-cells (Fig 6). Recently, both *Gbp2* and *Gbp5* have been shown to inhibit viral glycoprotein maturation (Braun et al, 2019). These findings demonstrate that both IL-1β and IFN-γ individually induce antiviral genes in islet endocrine cells.

There is a difference between β-cells and non–β-endocrine cells when comparing the changes in gene expression in response to the individual cytokines. In β-cells, IL-1β had the greatest effect on gene expression, significantly increasing more than 200 genes, whereas IFN-γ significantly increased about 65 genes (Fig 3). This trend held true when assessing the genes induced in cells treated with both cytokines, in which about 46% were IL-1β–dependent and 20% were IFN-γ–dependent, whereas 27% were only induced under conditions in which both cytokines were present (Fig 3). δ-, α-, and PP-cells had a greater percentage of genes (53%, 48%, and 69%, respectively) that required the presence of both cytokines for significant up-regulation (Figs 6 and S6). The difference in cytokine requirement may suggest that endocrine non–β-cells are less sensitive to the effects of either cytokine alone, or may be due to limitations in our experimental approach, as the α-, δ-, and PP-cell populations were at least five times smaller than the β-cell population captured (5,436 cells versus 921, 651, and 159 cells). Because of lower cell numbers, statistical significance was more difficult to achieve in α-, δ-, and PP-cells. Independent of the individual cytokine requirements, our results show that all islet endocrine cells respond to cytokine exposure in a similar manner: by rapidly up-regulating iNOS, antiviral genes, and additional genes involved in the immune response, and by repressing transcription factors and genes critical for maintenance of cell identity.

Our analyses suggest that all islet endocrine cells respond to cytokines in a similar manner, including up-regulation of *Nos2* and antiviral pathways and repression of islet identity genes (Fig 9). Generally, cytokines and nitric oxide are viewed as damaging to β-cells based on observations that exogenous IL-1β treatment impairs oxidative phosphorylation and insulin secretion and eventually causes β-cell death with prolonged exposure in a nitric oxide–dependent manner (Mandrup-Poulsen et al, 1985; Bendtzen et al, 1986; Southern et al, 1990; Welsh et al, 1991; Corbett & McDaniel, 1992, 1995; Corbett et al, 1992a, 1993; Cunningham & Green, 1994; Mandrup-Poulsen, 1996). However, our recent studies suggest that the ability of nitric oxide to inhibit mitochondrial oxidation and ATP generation protects β-cells from apoptosis (Oleson et al, 2016) and viral infection (Stafford et al, 2020). Our observations here that IL-1β induces antiviral genes (Fig 3) and fails to induce apoptotic mediators (Fig S4) dovetail with these recent findings and further support the idea that the primary functions of IL-1β and nitric oxide are to protect β-cells from damage.

**Figure 9.**
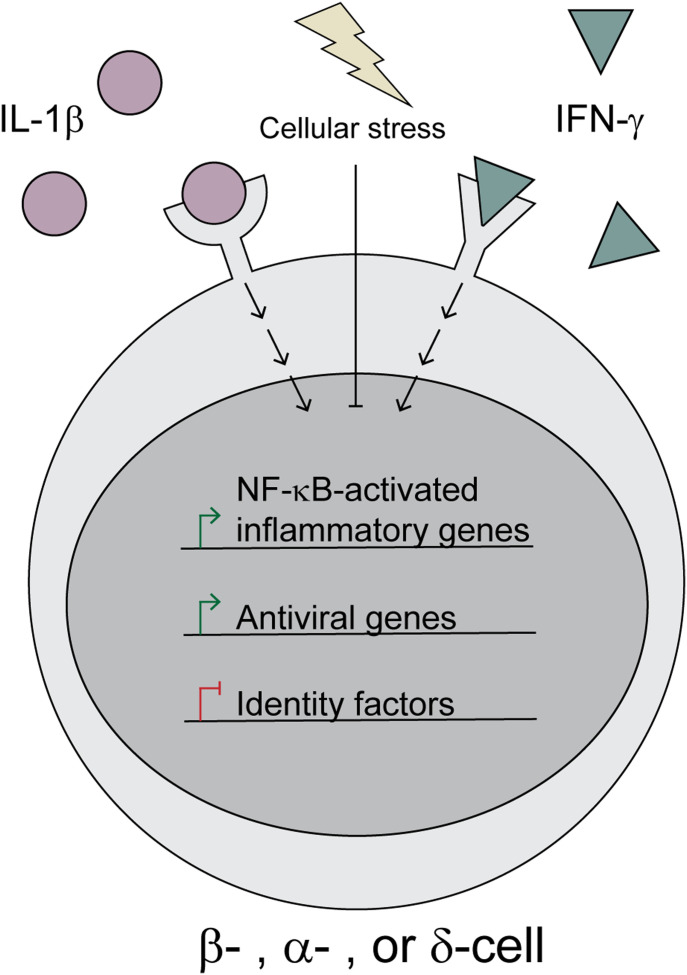
Model. Upon stimulation by IL-1β and IFN-γ, islet endocrine cells (β-, α-, and δ-cells) respond by up-regulating inducible nitric oxide synthase (*Nos2*) and a subset of antiviral genes, while simultaneously down-regulating identity factors, such as *Pdx1*, *Mafa*, *Hhex*, and *Arx*. However, induction of cellular stress, such as heat shock or ER stress, attenuates these aspects of cytokine signaling.

Finally, we observed that cytokine responsiveness in β-, α-, and δ-cells was heterogeneous. For example, *Nos2* was induced in 71% of β-cells, 69% of δ-cells, and 39% of α-cells in response to IL-1β and IFN-γ (Fig 4). The population of cells that failed to express *Nos2* under these conditions corresponded with β-cell Cluster 2. The identifying feature of this cluster was elevated expression of genes encoding heat shock proteins and chaperones (Figs 2 and 8). Indeed, we observed that cells with high *Hspa1a* expression failed to express *Nos2* (Fig 8), or in other words, the expression of heat shock genes is enhanced in endocrine cells that fail to respond to cytokines. This finding is in agreement with previous studies demonstrating that in response to heat shock (Scarim et al, 1998) or ER stress (Weber et al, 2004a) cytokines fail to stimulate iNOS expression in rodent and human islets (Steer et al, 2006). Furthermore, this stress response is typical of human islet preparations (Welsh et al, 1995) and is likely responsible for the conclusions that nitric oxide does not mediate the damaging effects of cytokines on human islets (Eizirik et al, 1994; Burkart et al, 2000). More interesting are the findings that cells with high expression of *Hspa1a* also maintained expression of identity genes and did not express antiviral genes after cytokine treatment, suggesting a negative correlation between heat shock and cytokine signaling more broadly than just iNOS expression (Figs 8 and S8). It is likely that the stress signature observed in this cluster is an artifact of the islet isolation process and does not represent an endogenous cell population. Together with the observation that cytokine-induced nitric oxide promotes heat shock protein expression in rat islets (Helqvist et al, 1991), our results suggest that the heat shock response may provide an internal “off switch” to prevent cytokine-mediated islet damage after protective signaling has been initiated. In other words, nitric oxide may not only protect β-cells through inhibition of mitochondrial oxidation (Oleson et al, 2016; Stafford et al, 2020), but may also provide a means to shut down prolonged cytokine signaling, which is known to be damaging.

## Materials and Methods

### Materials, cells, and animals

Male C57BL6/J mice were purchased from Jackson Laboratories and housed in the MCW Biomedical Resource Center. All animal use and experimental procedures were approved by the Institutional Animal Care and Use Committees at the Medical College of Wisconsin. αTC1 Clone 6 cells (CRL-2934) were purchased from American Type Culture Collection. Connaught Medical Research Laboratories 1066 medium, DMEM, HBSS, ι-glutamine, sodium pyruvate, Hepes, penicillin, and streptomycin were purchased from Thermo Fisher Scientific. FBS was purchased from HyClone. Trypsin (0.05% in 0.53 mM EDTA) was purchased from Corning. Human recombinant IL-1β and mouse IFN-γ were purchased from PeproTech. N^G^-Monomethyl-ʟ-arginine (NMMA) is from Enzo Life Sciences.

### Islet isolation, islet and cell culture, and treatment

Islets were isolated from adult male C57BL6/J mice by collagenase digestion and were cultured at 37°C and 5% CO_2_ in Connaught Medical Research Laboratories supplemented with 10% heat-inactivated FBS and containing 5.5 mM glucose as previously described (Kelly et al, 2003). Islets from eight mice were pooled before separation into four samples for cytokine treatment. αTC1 Clone 6 cells were maintained at 37°C and 5% CO_2_, and were cultured in DMEM supplemented with 10% heat-inactivated FBS and containing 16.7 mM glucose, as previously described (Waas et al, 2020). Intact islets or adherent αTC1 cells were untreated or were treated for 6 h with 10 U/ml IL-1β alone, 150 U/ml IFN-γ alone, the combination of the two cytokines with or without 2 mM NMMA, or NMMA alone before dissociation and preparation for sequencing or before RNA isolation for qRT-PCR.

### scRNA-seq

After cytokine treatment, islets were dissociated into single-cell suspensions by incubation in 0.48 mM EDTA in phosphate buffered saline followed by agitation in 1 mg/ml trypsin in Ca^2+^/Mg^2+^-free HBSS. Cells were filtered and resuspended in HBSS + 0.04% BSA. Single-cell suspensions were loaded into the Chromium Controller (10x Genomics). scRNA-seq libraries were prepared using the Chromium Single Cell 3′ v3 Reagent Kit (10x Genomics) according to manufacturer’s protocol. Libraries were loaded onto a NextSeq 500/550 High Output Kit v2.5 flow cell (150 cycles; Illumina) with the following conditions: 26 cycles for read 1, 98 cycles for read 2, and 8 cycles for the i7 index read. CellRanger (10x Genomics) functions “mkfastq” and “count” were used to demultiplex the sequencing data and generate gene-barcode matrices. Sequencing depth was as follows: Sample 1 (108,744,355), Sample 2 (42,013,628), Sample 3 (70,207,661), and Sample 4 (54,588,606). All scRNA-seq analysis was performed in R (version 3.6.1) using the package Seurat (version 3.1.0) (Butler et al, 2018). Number of genes detected per cell and percent of mitochondrial genes were plotted, and outlier cells were removed (number of genes less than 200 or greater than 4,000, or percent mitochondrial genes over 12%) to filter out doublets and cells with low read quality, leaving 7,750 of the original 12,571 cells. Cell cycle genes were regressed. Principal component analysis was performed, and the top 30 principal components were used for UMAP analysis, with clustering performed using the Louvain algorithm. All samples were normalized using Seurat’s default normalization settings. Briefly, reads in each cell for each gene were divided by the total number of reads within that cell, multiplied by a factor of 10,000, and transformed using the natural logarithm. Fold change values are expressed as natural log (ln) throughout the article, as this is the default method used by Seurat.

### qRT-PCR

Total RNA was isolated from mouse islets or αTC1 cells using the RNeasy kit (QIAGEN). First-strand synthesis was performed using oligo(dT)s and Thermo Fisher Scientific Maxima H Minus reverse transcriptase per the manufacturer’s instructions. Quantitative PCR was performed using the SsoFast EvaGreen supermix (Bio-Rad) and a Bio-Rad CFX96 Real-Time system. Primers were purchased from Integrated DNA Technologies and are listed in Table S9. For relative quantification, gene expression was normalized to *Gapdh* using the comparative ΔCt method (Nolan et al, 2006).

Table S9 Primer sequences.

### Statistical analysis

For differential expression analysis, *P*-values were calculated using the Wilcoxon test and adjusted to avoid false positives using Bonferroni correction. The threshold level of significance was set to adjusted *P*-value < 0.01 and ln(fold-change) > 0.5. For qRT-PCR analysis, statistical comparisons were made between groups using one-way ANOVA with Tukey post hoc test in GraphPad Prism software, and the threshold level of significance was set to *P* < 0.05.

## Data Availability

Sequencing data from this publication have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database under accession number GSE156175.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

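Single cells from mouse islets were measured in 4 libraries: untreated, IL-1β, IFN-γ and both cytokines for 6 h, from islets of 8 mice pooled before they were separated. The paper's processing used CellRanger for demultiplexing and counting, then R 3.6.1 and Seurat 3.1.0. The headers of the count matrices give a software version of 3.0.0, while the genome build and annotation are not given in the sources used here. The deposited count matrices hold raw UMI counts as made by the authors with CellRanger, without normalization, as deposited, with the barcodes and gene names beside them. The reagent kit is version 3 in the paper and version 2 in the sample labels. The authors' analysis is described by the paper, and the values were checked to be whole numbers.

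The counts were read with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Cells with 200 to 4000 detected genes and at most 12% mitochondrial UMIs were kept. Clustering used scanpy 1.11.5, igraph 0.11.9 and scikit-learn 1.9.0. Counts were scaled to 10000 UMIs per cell and put on the ln scale after adding 1. The 2000 most variable genes per library were joined, without the 65 genes named by the paper. Cell-cycle scores, from the gene lists of Seurat 5.3.0 in R 4.3.3, were regressed out. A graph of 20 shared neighbors on 30 principal components was divided by the Louvain algorithm at a resolution of 0.8. Non-β endocrine and non-endocrine cells were clustered again in a second round. A cluster was named when at least 3 markers of a type were detected in at least 10% of its cells, unless markers of another type led it, it was shallow with no marker among its 10 leading genes, or no type stood out. Insulin-led sub-clusters of the second round of non-β endocrine cells were kept apart as mixed-hormone cells.

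The genes reported are those named by the paper's text and figures for the single-cell data, whose published values had been seen, and for β-like cells the 5 genes with the largest ln fold change in each direction in each treated library. The latter left out cell type markers, mitochondrial genes and genes that changed direction after thinning. Some genes within these groups are not reported here. Median UMIs per kept cell were 15454 without treatment, 7462.5 with IL-1β, 9615 with IFN-γ and 11123.5 with both, over 1521, 2018, 2122 and 1810 cells. Levels are summed UMIs with exact Poisson intervals, and shares have exact binomial intervals. Intervals of ln fold changes come from 200 Poisson draws. Since each condition had 1 library, no test between conditions was made. The floor for a ratio against no counts was 3 UMIs. The limit of 10 <i>Hspa1a</i> UMIs per 10000 was chosen here.

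The method was tested on simulated data with 200 changed genes. It recovered 200 of these in the IL-1β comparison, 198 with IFN-γ and 198 with both. The intervals held 92.5% to 93.1% of unchanged genes, somewhat below their nominal 95%, and why was not tested. Every simulated cell of a library had the same profile, with Poisson counts and totals that did not shift. Variation between cells and changes in the share of hormone genes were left out. This coverage therefore holds for counting error only and cannot show how the intervals do with real cells. Against the ln fold changes of the paper's Tables S4 to S6, the correlation was 0.905 to 0.988 over the class and library pairs. The median absolute difference was 0.00940 to 0.0542. Random lists for comparison had genes of similar level, with 10000 draws. Gene positions were taken from GENCODE M21, which matched 30934 of the 31053 identifiers.

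The alternatives changed 1 choice at a time. They were no upper gene limit, a mitochondrial limit of 20%, thinning to 4000 UMIs, all variable genes in the clustering, no cell-cycle regression, a resolution of 1.6, cell types from the leading hormone, removal of doublets called by Scrublet at an expected rate of 0.05, hormone genes left out of the totals, a pseudocount of 0.1, and every gene with a UMI for the percentiles. A further 3 were added after seeing the data. They were mixed-hormone cells counted as β-like, no second round of clustering, and <i>Nos2</i> groups from all 4 libraries. The enrichment of functional categories, the quantitative PCR and cell line experiments were not analysed here.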

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

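All tests in this part were chosen after the results were seen.

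<i>Cxcl10</i> rose with IFN-γ alone in cell types for which the paper reports no cytokine response. It was at 9289 CPM (8940.3 to 9649) in 45 endothelial-like cells and 9926 CPM (9541 to 10322) in 29 mesenchymal-like cells. In 38 macrophage-like cells it was at 1727 CPM (1588 to 1876). No <i>Cxcl10</i> UMI was counted in untreated endothelial- or mesenchymal-like cells, and 3.21 CPM in untreated macrophage-like cells. Free RNA from β cells was tested as a source. β-like cells of the same library had 73.4 CPM (69.0 to 77.9), far below, so their RNA is excluded as the main source for endothelial- and mesenchymal-like cells. Free RNA passing from these cells to the macrophage-like ones was not tested. A response of these cells to IFN-γ stays open, as a hypothesis, with 1 library per condition.

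<i>Nos2</i> was found in 43.5% (23.2 to 65.5) of mesenchymal-like cells with both cytokines, or 10 of 23, and in none of 20 untreated ones. The paper draws <i>Nos2</i> for all of its clusters in Fig 1C, and its text does not discuss it in these cells. Were free RNA from β cells the source, macrophage-like cells of the same library would show it too. None of 28 had a <i>Nos2</i> UMI, which allows up to 12.3%, although they were deeper, at a median of 9547 against 7951 UMIs, and held more <i>Ins2</i>, at 888 against 637 CPM. Free RNA is therefore excluded by this comparison. Doublets with β, δ or α cells were tested from the hormone UMIs. If all <i>Ins2</i>, <i>Sst</i> and <i>Gcg</i> had come with such cells, the expected share with <i>Nos2</i> would be 1.45%. No mesenchymal-like cell with <i>Nos2</i> had more than 10 <i>Ins2</i> UMIs, against a median of 2832 in β-like cells, so these doublets are excluded. A response of mesenchymal cells stays open, as a hypothesis, with 1 library per condition.

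<i>Hspa1a</i>, which the paper discusses in β-cells, was above its untreated level with both cytokines in other endocrine classes too. It reached 823 CPM (779 to 868) in α-like cells, from 83.0 CPM, and 1079 CPM (1013 to 1149) in δ-like cells, from 269.8 CPM. A UMI was in 65.0% of α-like cells, against 7.32% untreated, and in 70.1% of δ-like cells, against 4.23%. The untreated levels rest on 6 α-like and 3 δ-like cells. The rise was also present in β-like cells outside cluster c04. There a UMI was in 47.1% of cells with both cytokines, against 8.22% untreated, 10.3% with IL-1β and 7.43% with IFN-γ. Free RNA from β cells is excluded, since β-like cells of the library were lower, at 264 CPM (256 to 273). Handling stress of the whole library and a response to the cytokines cannot be told apart. The non-endocrine cells rose 5.09-fold (3.31 to 8.10), between the 4.00-fold (3.398 to 4.73) of δ-like cells and the 9.91-fold (7.85 to 12.7) of α-like cells. That pooled value rests mostly on a single cell. Of the 123 UMIs with both cytokines, 90 were in 1 acinar-like cell, and 2 of 14 acinar-like cells had any. Its interval covers counting error only. A UMI of <i>Hspa1a</i> was in 17 of 93 non-endocrine cells with both cytokines and 19 of 96 untreated ones. Without acinar-like cells the ratio was 1.15 (0.648 to 2.04). The level went from 20.9 to 71.7 CPM in 22 endothelial-like, from 109 to 63.2 CPM in 23 mesenchymal-like, from 43.3 to 35.9 CPM in 6 ductal-like and from 3.21 to 0 CPM in 28 macrophage-like cells. The share of non-endocrine cells thus did not rise, but cell types need not answer stress alike, and the classes go both ways in few cells, which keeps the question open. How reads shared by <i>Hspa1a</i> and <i>Hspa1b</i>, if any, were counted is not given in the sources used here.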

How the results depend on the processing

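The tests of alternatives in this part that count mixed-hormone cells as β-like, leave out the second round of clustering or draw the <i>Nos2</i> groups from all 4 libraries were chosen after seeing the data. No paired analysis was possible because each condition had 1 library. Except where stated, the cause was not tested. The pseudocount changed values by construction, as did the choice of genes for the percentile.

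Without the upper gene limit, the β-like share of cells was 64.3%, the α-like share of cells was 10.8%, the δ-like share of cells was 8.91% and the 95th percentile with IL-1β was 0.38. Further, the 95th percentile with IFN-γ was 0.22. The sign of the ln fold change changed for <i>Mt2</i> (0.42), <i>Mafa</i> (0.30) and <i>Ucn3</i> (0.18) in δ-like cells with IFN-γ, <i>Ucn3</i> (0.00847) in δ-like cells with both cytokines and <i>Hhex</i> (−0.00357) in α-like cells with IL-1β. It also changed for <i>Neurog3</i> (−0.00779) in α-like cells with IFN-γ. With a mitochondrial limit of 20%, the α-like share of cells was 14.2%, the share of α-like cells with <i>Nos2</i> (both cytokines) was 47.8%, the IL-1β–dependent median in α-like cells was 0.50 and the 95th percentile with IL-1β was 0.40. Further, the 95th percentile with IFN-γ was 0.23, the <i>Hspa1a</i> ratio was 3.90-fold and the <i>Cxcl10</i> ratio was 41.8-fold. The sign of the ln fold change changed for <i>Hadh</i> (0.0476) in α-like cells with IL-1β and <i>Pdx1</i> (0.0684) in α-like cells with both cytokines. With cells thinned to 4000 UMIs, the β-like share of cells was 69.5%, the share of β-like cells with <i>Nos2</i> (both cytokines) was 60.8%, the 95th percentile with IL-1β was 0.49 and the 95th percentile with IFN-γ was 0.29. Further, the <i>Hspa1a</i> ratio was 2.62-fold. The sign of the ln fold change changed for <i>Hadh</i> (0.00947) in β-like cells with IFN-γ, <i>Bad</i> (0.00615) in β-like cells with both cytokines and <i>Hspa1a</i> (−0.16) and <i>Dnajb1</i> (−0.11) in δ-like cells with IL-1β. It also changed for <i>Ucn3</i> (0.0134) in δ-like cells with IFN-γ and <i>Rsad2</i> (0.0232) and <i>Hadh</i> (0.0225) in α-like cells with IL-1β. With all variable genes in the clustering, the sign of the ln fold change changed for <i>Mt2</i> (0.0980) and <i>Ucn3</i> (0.00962) in δ-like cells with IFN-γ and <i>Ucn3</i> (0.0142) in δ-like cells with both cytokines.

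With cell types from the leading hormone, the α-like share of cells was 10.9%, the δ-like share of cells was 5.25%, the <i>Hspa1a</i> ratio was 3.17-fold and the <i>Cxcl10</i> ratio was 42.2-fold. The sign of the ln fold change changed for <i>Nkx6-1</i> (0.00219) in δ-like cells with IL-1β, <i>Cxcl1</i> (−0.0103), <i>Ucn3</i> (0.00751) and <i>Hspa1b</i> (0.59) in δ-like cells with IFN-γ and <i>Ucn3</i> (0.0217) in δ-like cells with both cytokines. Without the cells that Scrublet called doublets, the sign of the ln fold change changed for <i>Mt2</i> (0.0399) and <i>Ucn3</i> (0.00982) in δ-like cells with IFN-γ and <i>Ucn3</i> (0.0137) in δ-like cells with both cytokines. With hormone genes left out of the totals, the identity-gene median with both cytokines was −0.96, the identity-gene median with IFN-γ was −0.33, the IL-1β–dependent median in δ-like cells was 0.58 and the 95th percentile with IL-1β was 0.40. Further, the 95th percentile with IFN-γ was 0.20 and the <i>Cxcl10</i> ratio was 38.9-fold. The sign of the ln fold change changed for <i>Rpl9</i> (−0.13) in β-like cells with IL-1β, <i>Sod2</i> (−0.0374), <i>Bax</i> (−0.10), <i>Dnajc3</i> (−0.0997), <i>Eif1</i> (−0.11) and <i>Rpl9</i> (−0.0952) in β-like cells with IFN-γ and <i>Bax</i> (−0.0740) and <i>Rpl9</i> (−0.0945) in β-like cells with both cytokines. With a pseudocount of 0.1, the identity-gene median with both cytokines was −1.27, the identity-gene median with IFN-γ was −0.26, the IL-1β–dependent median in β-like cells was 1.36 and the IL-1β–dependent median in δ-like cells was 1.08. Further, the IL-1β–dependent median in α-like cells was 0.86, the 95th percentile with IL-1β was 0.81 and the 95th percentile with IFN-γ was 0.45.

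With every gene that had a UMI, the 95th percentile with IL-1β was 0.28 and the 95th percentile with IFN-γ was 0.16. With mixed-hormone cells counted as β-like, the β-like share of cells was 67.8% and the <i>Hspa1a</i> ratio was 2.81-fold. Without the second round of clustering, the α-like share of cells was 13.8% and the δ-like share of cells was 8.83%. The sign of the ln fold change changed for <i>Hadh</i> (0.00139) in α-like cells with IL-1β and <i>Pdx1</i> (0.00550) in α-like cells with both cytokines. With <i>Nos2</i> groups drawn from all 4 libraries, the <i>Hspa1a</i> share difference was −20.0 points and the <i>Hspa1a</i> ratio was 2.25-fold.

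Of 592 results in all, 1 moved beyond its counting interval at a clustering resolution of 1.6 and 10 without cell-cycle regression, with 0 changes of sign in either. The counts that moved were 501 of 588 with the lower pseudocount, 210 of 588 without hormone genes and 92 of 590 after thinning. They were 86 with the higher mitochondrial limit, 55 without the upper gene limit and 45 with cell types from the leading hormone. The numbers were 25 with all variable genes, 15 without Scrublet doublets, 40 without the second round and 14 with mixed-hormone cells as β-like. Leaving hormone genes out shifted the median ln fold change of β-like cells by −0.0605 with IL-1β, −0.0434 with IFN-γ and −0.0424 with both. No share of PP-like cells with <i>Nos2</i> could be given with all variable genes, with a mitochondrial limit of 20% or without the second round, and no <i>Ptgs2</i> value after thinning in α-like cells with IL-1β or β-like cells with IFN-γ. Shares and numbers of cells use neither the totals nor the pseudocount, and ratios use no pseudocount, so these had no value there. Shares depend on depth, and thinning to a common depth left out 99 untreated cells, 234 with IL-1β, 173 with IFN-γ and 98 with both.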

Differences from the paper's values

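Values here come from summed cells with counting intervals, while the paper's tests took cells as replicates. The ln fold changes are on the same scale in both. An ln fold change was taken to reach the paper's when the latter lay within its counting interval.

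For genes down with IFN-γ in β-cells, the paper gives 7. A recount of Table S4 at its thresholds gives 1, and none of the alternatives set before the data were examined applies to a recount. Without the threshold on the fold, 7 genes of the table are lower at its p-value threshold.

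For <i>Cxcl10</i> in β-cells, the paper gives a 13-fold higher level with both cytokines than with IFN-γ alone. The ratio of summed UMIs, the measure set before the data were examined, was 36.6-fold here (34.4 to 38.9), while on the ln scale of the paper's tables it was 15.6-fold, a scale taken up for this comparison later. No alternative brought the ratio of summed UMIs within 1.5 times the paper's.

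In β-cells without <i>Nos2</i>, for which Table S8 was compared with the combined library here, the share with a UMI was 17.0% in the paper and 48.3% here for <i>Hspa1a</i>, 14.5% in the paper and 41.9% here for <i>Hspa1b</i>, 57.6% in the paper and 33.2% here for <i>Dnajc24</i> and 68.8% in the paper and 43.0% here for <i>Mafa</i>. The share was 61.0% in the paper and 36.0% here for <i>Ucn3</i>, 47.6% in the paper and 11.2% here for <i>Slc2a2</i>, 63.0% in the paper and 32.4% here for <i>Pdx1</i> and 15.2% in the paper and 62.0% here for <i>Gbp5</i>. In the same cells it was 45.0% in the paper and 73.5% here for <i>Gbp2</i>, 26.3% in the paper and 60.9% here for <i>Gbp4</i>, 45.5% in the paper and 78.8% here for <i>Defb1</i> and 13.8% in the paper and 27.1% here for <i>Rsad2</i>. Without <i>Nos2</i>, the share was also 49.5% in the paper and 83.2% here for <i>Irf1</i>, 11.3% in the paper and 43.6% here for <i>Icam1</i> and 12.9% in the paper and 67.6% here for <i>Cxcl10</i>. Of the alternatives set before the data were examined, thinning brought the shares of <i>Defb1</i>, <i>Rsad2</i> and <i>Irf1</i> within 1.5 times the paper's. With groups formed before thinning, the thinned share of <i>Gbp2</i> was 66.6%, also within 1.5 times. None of these alternatives did so for the other genes. Groups drawn from all 4 libraries, a setting chosen after seeing the values, brought all 15 of these shares within 1.5 times the paper's and dropped 0 of the other shares compared.

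Between the <i>Nos2</i>-positive and <i>Nos2</i>-negative cells, the ln fold change was −0.42 in the paper and −0.95 here for <i>Hspa1a</i>, −0.31 in the paper and −0.73 here for <i>Hspa1b</i>, −0.33 in the paper and −0.0912 here for <i>Dnajc24</i> and −0.28 in the paper and −0.13 here for <i>Dnajc3</i>. For further genes of Table S8 it was −1.25 in the paper and −0.25 here for <i>Mafa</i>, −0.71 in the paper and −0.41 here for <i>Hadh</i>, −0.52 in the paper and −0.18 here for <i>Ucn3</i> and −0.50 in the paper and −0.0319 here for <i>Slc2a2</i>. It was also −0.40 in the paper and −0.0493 here for <i>Pdx1</i>, 1.11 in the paper and 0.49 here for <i>Gbp5</i>, 1.30 in the paper and 0.74 here for <i>Gbp2</i> and 1.17 in the paper and 0.61 here for <i>Gbp4</i>. Further values were 1.24 in the paper and 0.59 here for <i>Defb1</i>, 0.68 in the paper and 0.44 here for <i>Rsad2</i>, 0.56 in the paper and 0.12 here for <i>Irf1</i> and 1.34 in the paper and 0.76 here for <i>Icam1</i>. The last was 2.25 in the paper and 0.72 here for <i>Cxcl10</i>. None of the alternatives set before the data were examined reached these values. Groups from all 4 libraries, chosen after seeing the values, reached those of <i>Dnajc24</i>, <i>Dnajc3</i>, <i>Hadh</i>, <i>Ucn3</i>, <i>Pdx1</i>, <i>Rsad2</i> and <i>Icam1</i> and dropped 0 of the paper's values.

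In β-like cells with IL-1β, the ln fold change was 0.81 in the paper and 0.85 here for <i>Isg20</i>, 1.80 in the paper and 1.69 here for <i>Mt2</i>, 1.21 in the paper and 0.73 here for <i>Hspa1a</i> and 1.09 in the paper and 0.83 here for <i>Hspa1b</i>. Other β-like values with IL-1β were 0.53 in the paper and 0.45 here for <i>Dnajb1</i>, 1.83 in the paper and 1.86 here for <i>Cebpd</i> and 1.65 in the paper and 1.59 here for <i>Mt1</i>. In β-like cells with IFN-γ, the ln fold change was 0.31 in the paper and 0.35 here for <i>Isg20</i>, 0.62 in the paper and 0.51 here for <i>Mt2</i>, 0.87 in the paper and 0.41 here for <i>Hspa1a</i> and 0.64 in the paper and 0.40 here for <i>Hspa1b</i>. Other β-like values with IFN-γ were 0.33 in the paper and 0.26 here for <i>Dnajb1</i> and −0.26 in the paper and −0.47 here for <i>Gm42418</i>. In β-like cells with both cytokines, the ln fold change was 2.93 in the paper and 2.95 here for <i>Gbp2</i>, 1.68 in the paper and 1.70 here for <i>Gbp3</i>, 1.90 in the paper and 1.92 here for <i>Gbp4</i> and 0.96 in the paper and 1.00 here for <i>Isg20</i>. Other β-like values with both cytokines were 1.597 in the paper and 1.63 here for <i>Sod2</i>, 1.57 in the paper and 1.53 here for <i>Nfkbia</i>, 3.25 in the paper and 3.27 here for <i>Cxcl10</i> and 1.74 in the paper and 1.63 here for <i>Mt2</i>. With both cytokines, β-like cells also had −0.57 in the paper and −0.60 here for <i>Pdx1</i>, 0.93 in the paper and 0.47 here for <i>Hspa1a</i>, 0.75 in the paper and 0.51 here for <i>Hspa1b</i> and 0.47 in the paper and 0.40 here for <i>Dnajb1</i>. Under no upper gene limit, set before the data were examined, the paper's value was reached for <i>Isg20</i> and <i>Cebpd</i> with IL-1β, <i>Isg20</i> with IFN-γ and <i>Gbp2</i>, <i>Gbp3</i>, <i>Gbp4</i>, <i>Isg20</i>, <i>Sod2</i>, <i>Cxcl10</i> and <i>Pdx1</i> with both cytokines. Cell types from the leading hormone reached it for <i>Isg20</i> and <i>Cebpd</i> with IL-1β and <i>Gbp3</i> and <i>Cxcl10</i> with both cytokines. Hormone genes left out reached it for <i>Dnajb1</i> with IL-1β and <i>Dnajb1</i> with IFN-γ. A mitochondrial limit of 20% reached it for <i>Cebpd</i> with IL-1β, <i>Mt2</i> with IFN-γ and <i>Gbp2</i>, <i>Gbp3</i> and <i>Pdx1</i> with both cytokines. Thinning reached it for <i>Cebpd</i> and <i>Mt1</i> with IL-1β, <i>Isg20</i> with IFN-γ and <i>Gbp2</i>, <i>Isg20</i>, <i>Nfkbia</i>, <i>Cxcl10</i> and <i>Pdx1</i> with both cytokines. A pseudocount of 0.1 reached it for <i>Mt1</i> with IL-1β and <i>Mt2</i> with IFN-γ. All variable genes in the clustering reached it for <i>Gbp3</i>, <i>Gbp4</i>, <i>Sod2</i>, <i>Nfkbia</i> and <i>Pdx1</i> with both cytokines. No cell-cycle regression reached it for <i>Sod2</i> and <i>Nfkbia</i> with both cytokines. No such alternative reached the values in β-like cells of <i>Mt2</i>, <i>Hspa1a</i> and <i>Hspa1b</i> with IL-1β, <i>Hspa1a</i>, <i>Hspa1b</i> and <i>Gm42418</i> with IFN-γ and <i>Mt2</i>, <i>Hspa1a</i>, <i>Hspa1b</i> and <i>Dnajb1</i> with both cytokines, and those not listed for a gene did not reach its value. Mixed-hormone cells as β-like, chosen after seeing the values, reached <i>Sod2</i>, <i>Nfkbia</i> and <i>Pdx1</i> with both cytokines and dropped 7 of the paper's values that were reached otherwise.

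In δ-like cells with IL-1β, the ln fold change was 0.74 in the paper and 0.83 here for <i>Nos2</i>, 0.60 in the paper and 0.46 here for <i>Gbp2</i>, 2.09 in the paper and 2.15 here for <i>Cxcl1</i> and 0.75 in the paper and 0.61 here for <i>Mt2</i>. Other δ-like values with IL-1β were −0.82 in the paper and −0.21 here for <i>Mafa</i>, −0.27 in the paper and −0.0296 here for <i>Slc2a2</i>, −0.33 in the paper and −0.0608 here for <i>Ucn3</i> and −0.44 in the paper and −0.21 here for <i>Nkx6-1</i>. With IL-1β, δ-like cells also had −0.31 in the paper and −0.48 here for <i>Hhex</i> and −0.51 in the paper and −0.69 here for <i>Neurog3</i>. In δ-like cells with IFN-γ, the ln fold change was −0.73 in the paper and −0.17 here for <i>Mafa</i>, −0.32 in the paper and −0.0510 here for <i>Ucn3</i> and −0.38 in the paper and −0.0767 here for <i>Nkx6-1</i>. In δ-like cells with both cytokines, the ln fold change was 3.35 in the paper and 3.404 here for <i>Gbp2</i>, 2.47 in the paper and 2.60 here for <i>Gbp3</i>, 1.48 in the paper and 1.59 here for <i>Gbp9</i> and 0.67 in the paper and 0.81 here for <i>Rsad2</i>. Other δ-like values with both cytokines were 1.23 in the paper and 1.39 here for <i>Ifit1</i>, 1.56 in the paper and 1.78 here for <i>Ifit3</i>, 1.86 in the paper and 2.05 here for <i>Isg15</i> and 2.88 in the paper and 2.97 here for <i>Icam1</i>. With both cytokines, δ-like cells also had 4.16 in the paper and 4.36 here for <i>Cxcl10</i>, 1.90 in the paper and 1.77 here for <i>Ccl2</i>, 1.92 in the paper and 2.01 here for <i>Iigp1</i> and 0.86 in the paper and 0.43 here for <i>Mt2</i>. The δ-like cells further had −0.74 in the paper and −0.17 here for <i>Mafa</i>, −0.26 in the paper and −0.0296 here for <i>Slc2a2</i>, −0.30 in the paper and −0.0471 here for <i>Ucn3</i> and −0.49 in the paper and −0.20 here for <i>Nkx6-1</i>. In δ-like cells with both cytokines, the ln fold change was −0.62 in the paper and −0.79 here for <i>Neurog3</i>, 1.73 in the paper and 1.51 here for <i>Hspa1a</i> and 0.92 in the paper and 0.64 here for <i>Hspa1b</i>. Under no upper gene limit, set before the data were examined, the paper's value was reached for <i>Nos2</i> and <i>Cxcl1</i> with IL-1β and <i>Gbp2</i>, <i>Ccl2</i>, <i>Hspa1a</i> and <i>Hspa1b</i> with both cytokines. All variable genes in the clustering reached it for <i>Nos2</i>, <i>Cxcl1</i> and <i>Mt2</i> with IL-1β and <i>Gbp2</i>, <i>Hspa1a</i> and <i>Hspa1b</i> with both cytokines. No cell-cycle regression reached it for <i>Nos2</i> and <i>Cxcl1</i> with IL-1β and <i>Gbp2</i> with both cytokines. A resolution of 1.6 reached it for <i>Nos2</i> and <i>Cxcl1</i> with IL-1β and <i>Gbp2</i> and <i>Gbp9</i> with both cytokines. Cell types from the leading hormone reached it for <i>Nos2</i>, <i>Cxcl1</i>, <i>Mt2</i>, <i>Hhex</i> and <i>Neurog3</i> with IL-1β and <i>Gbp2</i>, <i>Gbp9</i>, <i>Rsad2</i>, <i>Icam1</i>, <i>Iigp1</i> and <i>Neurog3</i> with both cytokines. Removal of Scrublet doublets reached it for <i>Nos2</i> and <i>Mt2</i> with IL-1β and <i>Hspa1a</i> and <i>Hspa1b</i> with both cytokines. Hormone genes left out reached it for <i>Gbp2</i> with IL-1β and <i>Ccl2</i> with both cytokines. A mitochondrial limit of 20% reached it for <i>Cxcl1</i> and <i>Mt2</i> with IL-1β and <i>Gbp2</i> with both cytokines. Thinning reached it for <i>Cxcl1</i> and <i>Neurog3</i> with IL-1β and <i>Gbp2</i>, <i>Gbp9</i>, <i>Ifit1</i>, <i>Icam1</i>, <i>Iigp1</i>, <i>Neurog3</i> and <i>Hspa1b</i> with both cytokines. A pseudocount of 0.1 reached it for <i>Mt2</i>, <i>Slc2a2</i> and <i>Ucn3</i> with IL-1β, <i>Mafa</i>, <i>Ucn3</i> and <i>Nkx6-1</i> with IFN-γ and <i>Mt2</i>, <i>Mafa</i>, <i>Slc2a2</i>, <i>Ucn3</i>, <i>Hspa1a</i> and <i>Hspa1b</i> with both cytokines. No such alternative reached the values in δ-like cells of <i>Mafa</i> and <i>Nkx6-1</i> with IL-1β and <i>Gbp3</i>, <i>Ifit3</i>, <i>Isg15</i>, <i>Cxcl10</i> and <i>Nkx6-1</i> with both cytokines, and those not listed for a gene did not reach its value. No second round of clustering, chosen after seeing the values, reached <i>Nos2</i>, <i>Gbp2</i> and <i>Cxcl1</i> with IL-1β and <i>Gbp2</i>, <i>Gbp3</i>, <i>Gbp9</i>, <i>Rsad2</i>, <i>Ifit1</i>, <i>Ifit3</i>, <i>Isg15</i>, <i>Icam1</i>, <i>Ccl2</i>, <i>Iigp1</i>, <i>Mt2</i> and <i>Hspa1a</i> with both cytokines and dropped 3 of the paper's values that were reached otherwise.

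In α-like cells with IL-1β, the ln fold change was 0.30 in the paper and 0.24 here for <i>Nos2</i>, 1.47 in the paper and 1.34 here for <i>Defb1</i>, 0.51 in the paper and 0.39 here for <i>Gbp2</i> and 2.30 in the paper and 2.35 here for <i>Cxcl1</i>. Other α-like values with IL-1β were −0.56 in the paper and −0.0822 here for <i>Mafa</i>, −0.34 in the paper and −0.0731 here for <i>Hadh</i>, 0.77 in the paper and 0.12 here for <i>Hspa1a</i> and 0.44 in the paper and 0.00361 here for <i>Hspa1b</i>. In α-like cells with IFN-γ, the ln fold change was −0.53 in the paper and −0.0415 here for <i>Mafa</i>, −0.31 in the paper and 0.0124 here for <i>Hadh</i> and 0.29 in the paper and 0.16 here for <i>Dnajb1</i>. In α-like cells with both cytokines, the ln fold change was 1.06 in the paper and 0.90 here for <i>Nos2</i>, 1.01 in the paper and 0.94 here for <i>Gbp5</i>, −0.59 in the paper and −0.0822 here for <i>Mafa</i> and −0.40 in the paper and −0.0455 here for <i>Hadh</i>. Other α-like values with both cytokines were 2.00 in the paper and 1.52 here for <i>Hspa1a</i> and 1.16 in the paper and 0.84 here for <i>Hspa1b</i>. Under all variable genes in the clustering, set before the data were examined, the paper's value was reached for <i>Nos2</i> with IL-1β and <i>Nos2</i> with both cytokines. Hormone genes left out reached it for <i>Nos2</i>, <i>Defb1</i> and <i>Gbp2</i> with IL-1β, <i>Dnajb1</i> with IFN-γ and <i>Nos2</i> and <i>Gbp5</i> with both cytokines. A mitochondrial limit of 20% reached it for <i>Defb1</i> with IL-1β. Thinning reached it for <i>Defb1</i> and <i>Cxcl1</i> with IL-1β and <i>Gbp5</i> with both cytokines. A pseudocount of 0.1 reached it for <i>Mafa</i> and <i>Hadh</i> with IL-1β, <i>Mafa</i> and <i>Dnajb1</i> with IFN-γ and <i>Mafa</i>, <i>Hadh</i>, <i>Hspa1a</i> and <i>Hspa1b</i> with both cytokines. No cell-cycle regression reached it for <i>Dnajb1</i> with IFN-γ and <i>Gbp5</i> with both cytokines. No upper gene limit reached it for <i>Nos2</i> and <i>Gbp5</i> with both cytokines. A resolution of 1.6 reached it for <i>Gbp5</i> with both cytokines. Cell types from the leading hormone reached it for <i>Gbp5</i> with both cytokines. No such alternative reached the values in α-like cells of <i>Hspa1a</i> and <i>Hspa1b</i> with IL-1β and <i>Hadh</i> with IFN-γ, and those not listed for a gene did not reach its value. No second round of clustering, chosen after seeing the values, reached <i>Nos2</i>, <i>Defb1</i> and <i>Cxcl1</i> with IL-1β and <i>Nos2</i> with both cytokines and dropped 12 of the paper's values that were reached otherwise.

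The paper states that identity genes were not repressed by IFN-γ alone, from the single cells and from quantitative PCR of independent experiments. Here all 6 were lower, with a median ln fold change of −0.16, though less than the −0.64 with IL-1β, and <i>Hadh</i> was at 0.00947 when thinned. None of the 6 passed −0.5 with IFN-γ. It states that cells with high <i>Hspa1a</i> do not express <i>Nos2</i>. Here 36.4% of them had a UMI, fewer than the 74.0% of other cells, at a limit chosen here, and 62.5% of the 40 cells near it. In cluster c04 it was 19.0%. With IL-1β alone, 3.67% of cells above the limit had a UMI, against 30.7% of the others, which is closer to the statement. It states the same of 6 antiviral genes. All 6 were in fewer of these cells than of the others, though not absent: <i>Gbp5</i> in 46.8% against 87.7%, <i>Gbp2</i> in 53.2% against 94.1%, <i>Gbp4</i> in 51.9% against 86.6%, <i>Defb1</i> in 71.4% against 91.4%, <i>Rsad2</i> in 13.0% against 38.2% and <i>Irf1</i> in 74.0% against 88.7%. It gives <i>Slc2a2</i> as higher in cells without <i>Nos2</i>. Here the interval of its ratio included 1, at 1.32 (0.921 to 1.87), while <i>Pdx1</i> was higher, at 1.27 (1.04 to 1.54), as were <i>Mafa</i> and <i>Hadh</i>, at 1.964 and 2.15. These ratios are for the combined library. In groups drawn from all 4 libraries, <i>Slc2a2</i> was in 42.5% of cells without <i>Nos2</i> and 10.1% with it, in the paper's direction.

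The paper reports no induction of pro-apoptotic genes in β-cells. In β-like cells none of the 9 genes passed an ln fold change of 0.5, while <i>Bid</i> rose 7.11-fold in counts with IL-1β and 8.13-fold with both. It reports no increase of disallowed genes, whereas <i>Ldha</i> rose 4.89-fold (3.64 to 6.64) with IL-1β, though its ln fold change was 0.12. It states that <i>Nos2</i> needed both cytokines in α-cells. Here 8.55% of α-like cells had a UMI with IL-1β alone, 5.00% after thinning and 14.8% with a mitochondrial limit of 20%. RNA from β cells was not tested as their source in that library. The ln fold change was below 0.5, at 0.24. It states that <i>Ptgs2</i> was not detected in the single cells, whereas δ-like cells had 26.6 CPM with IL-1β. In α-like cells only 6 UMIs were counted with IL-1β, closer to the statement.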

Other observations

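The tests of Scrublet calls in mixed-hormone cells, of <i>Nos2</i> by <i>Hspa1a</i> after thinning and of <i>Mafa</i> after thinning were set before their results were seen, and the other tests in this part were chosen only after.

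RNA from β cells was tested as a source of <i>Nos2</i> in α- and δ-like cells with both cytokines. If all of their <i>Ins2</i> had come with β-cell RNA, the expected share with <i>Nos2</i> would be 2.45% in α-like and 2.15% in δ-like cells. The observed shares were 33.3% (26.5 to 40.7) and 66.1% (57.2 to 74.3). This source is excluded for most of these cells, and expression by the cells themselves is left as a hypothesis.

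Mixed-hormone cells were absent from the untreated library. Doublets removed there by the upper gene limit are a candidate explanation. Without the limit, they made up 5.03% of untreated cells, 5.68% with IL-1β, 0.0811% with IFN-γ and 5.76% with both, so that the IFN-γ library was the exception. Scrublet called 33 of the 151 mixed-hormone cells doublets, or 21.9% (15.5 to 29.3), against 0.997% of β-like cells. The untreated share and the Scrublet calls came out as doublets would. The near absence with IFN-γ did not, since that library had the most barcodes (3694) and doublets would be expected there too. Most of these cells were also not called. Doublets as the source are thus not settled, and cells with several hormones stay open.

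The share of cells with each gene in Table S8 was compared with groups of different origin. The median absolute difference over 402 genes, with those that prompted the test left out, was 0.280 percentage points for <i>Nos2</i> groups from all 4 libraries. It was 5.29 points for the combined library alone and 0.469 points for the 2 libraries with IL-1β. The paper describes the comparison as within the combined sample. A candidate explanation is that the table nevertheless holds cells of all 4 libraries. In such groups, <i>Hspa1a</i> was found in 18.3% of cells without <i>Nos2</i> and 38.3% of cells with it, so that a difference between treatments would enter the comparison.

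Lower depth was tested as an explanation of the low <i>Nos2</i> share in β-like cells above 10 <i>Hspa1a</i> UMIs per 10000. After thinning, the share was 28.8% against 62.8% in the rest, so depth is excluded as the whole cause. Thinning also left <i>Mafa</i> in 17.2% of β-like cells with IL-1β and 69.3% of untreated ones, which excludes depth there too. A link between the stress response and cytokine signaling remains a hypothesis, and stress from dissociation was not tested.

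Cycling was tested as a source of <i>Gmnn</i> in β-like cells. Cycling markers were in 2.36% of cells with <i>Gmnn</i> and 1.52% of those without. The interval of the former, 0.953 to 4.80, includes the latter. Over 93 genes of the S and G2/M phases, the level in cells with <i>Gmnn</i> was 1.02 times that of cells without (0.985 to 1.05). Only 1 cell with <i>Gmnn</i> had at least 2 markers, and it held 96.6 UMIs of these genes per 10000, against a median of 8.39. The rise that cycling would bring was thus not seen, but with a single such cell to show its size, cycling cannot be told apart from other sources, which were not tested. The prediction for the 93 genes was written once their ratio was known.

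In Table S2, 2 clusters have a mean of over 4000 detected genes in the untreated sample, at 4118 and 4361 by the paper, above the stated upper limit. The mean over untreated cells here was 3146 with the limit and 3739 without it.

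Ductal-like cells had <i>Nos2</i> in 5 of 6 with both cytokines, and endothelial-like cells in 5 of 22.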
